# Vnn1 pantetheinase limits the Warburg effect and sarcoma growth by rescuing mitochondrial activity

**DOI:** 10.26508/lsa.201800073

**Published:** 2018-07-23

**Authors:** Caroline Giessner, Virginie Millet, Konrad J Mostert, Thomas Gensollen, Thien-Phong Vu Manh, Marc Garibal, Binta Dieme, Noudjoud Attaf-Bouabdallah, Lionel Chasson, Nicolas Brouilly, Caroline Laprie, Tom Lesluyes, Jean Yves Blay, Laetitia Shintu, Jean Charles Martin, Erick Strauss, Franck Galland, Philippe Naquet

## Abstract

Like other tumors, aggressive soft tissue sarcomas (STS) use glycolysis rather than mitochondrial oxidative phosphorylation (OXPHOS) for growth. Given the importance of the cofactor coenzyme A (CoA) in energy metabolism, we investigated the impact of Vnn1 pantetheinase—an enzyme that degrades pantetheine into pantothenate (vitamin B5, the CoA biosynthetic precursor) and cysyteamine—on tumor growth. Using two models, we show that Vnn1^+^ STS remain differentiated and grow slowly, and that in patients a detectable level of VNN1 expression in STS is associated with an improved prognosis. Increasing pantetheinase activity in aggressive tumors limits their growth. Using combined approaches, we demonstrate that Vnn1 permits restoration of CoA pools, thereby maintaining OXPHOS. The simultaneous production of cysteamine limits glycolysis and release of lactate, resulting in a partial inhibition of STS growth in vitro and in vivo. We propose that the Warburg effect observed in aggressive STS is reversed by induction of Vnn1 pantetheinase and the rewiring of cellular energy metabolism by its products.

## Abstract (precis)

Expression of the Vnn1 pantetheinase by sarcomas is tumor suppressive by limiting the use of aerobic glycolysis for growth and rescuing mitochondrial activity through CoA regeneration.

## Introduction

Tumor development requires a constant adaptation to environmental stress and involves metabolic rewiring (Fouad & Aanei, 2017). Many tumors switch to aerobic glycolysis (the Warburg effect) to optimize cell fitness and growth under harsh and competitive growth conditions (Vander Heiden, Cantley et al, 2009). Similarly, mitochondrial metabolites can be partly reoriented from energy production towards anabolism (Mullen et al, 2012). Uncoupling of the tricarboxylic acid cycle from OXPHOS limits reactive oxygen species production while preserving an efficient glycolytic flow. By limiting glucose oxidation, the Warburg effect contributes to anoikis resistance and metastasis (Lu et al, 2015). These metabolic transitions provoke the release of metabolites that are exchanged between the tumor and cells in its environment. Lactate produced by glycolytic cells provides carbon to respiring tumor cells (Lisanti et al, 2013) and modulates macrophage polarization (Colegio et al, 2014). Competition for energy resources between nontumor and tumor cells is also exploited by cancers to escape immune responses (Chang et al, 2015). Because cancerous cells can become addicted to new energy resources, targeting these indirect oncogenic pathways is becoming an attractive antitumor strategy (Galluzzi et al, 2013). In addition, identification of regulators of metabolic transitions should provide biomarkers of tumor fitness and new metabolites with potential therapeutic interest.

We identified the Vnn1 pantetheinase activity as a key regulator of tissue tolerance to stress in various diseases (Pitari et al, 2000; Naquet et al, 2014). This stress-inducible enzyme hydrolyzes pantetheine (PantSH) (Maras et al, 1999)—a degradative product of coenzyme A (CoA)—into pantothenate (vitamin B5) and cysteamine, a small aminothiol which posttranslationally modifies target proteins and impacts signaling (Naquet et al, 2014). Although this enzyme activity plays a limited role under homeostatic conditions, its induction reflects a local adaptation to metabolic or oxidative stress as shown in the gut (Martin et al, 2004; Berruyer et al, 2006), liver (Rommelaere, Millet et al, 2013b; van Diepen et al, 2014; Ferreira et al, 2016), and connective tissue (Dammanahalli et al, 2012), where it participates in healing processes.

Cancers are often viewed as never-healing wounds (Dvorak, 1986) and we anticipated that Vnn1 expression might be induced in some tumors and impact their progression through metabolic rewiring. To test this hypothesis, we introduced the *vnn1* gene deletion in p16^Ink4A^/p19^Arf^-deficient mice (p16/19^−/−^) which spontaneously develop various tumor types, including lymphomas, sarcomas, and carcinomas (Sharpless et al, 2002) and probed whether Vnn1 deficiency impacted the development of specific cancers and modulated their metabolic environment. By combining new genetic models with transcriptomic, metabolomic, and electron microscopy approaches, we identified the Vnn1 pantetheinase as a tumor suppressor for the development of aggressive soft tissue sarcomas (STS). Our results provide the first experimental evidence that the two products of pantetheinase activity exert complementary effects on the tumor, explaining the basis for Vnn1's suppression on tumor growth. Specifically, we demonstrate that pantothenate production restores CoA levels leading to an enhanced mitochondrial activity, whereas cysteamine reduces glycolysis and prevents the transition to the Warburg effect, a feature of the most aggressive tumors (Casazza et al, 2014). Taken together, these results point to Vnn1 as a novel biomarker for STS prognosis, and it suggests a new route to regulate tumor growth rates through the modulation of CoA and cysteamine levels.

## Results

### Vnn1 deficiency favors soft tissue sarcoma development in p16/p19^−/−^ mice

To test the contribution of Vnn1 to spontaneous tumor development, we compared mouse survival and tumor incidence in three independent cohorts of p16/p19/Vnn1^−/−^ versus p16/p19^−/−^ mice, derived from two independently derived crosses between p16/p19^−/−^ and Vnn1^−/−^ mice. As shown in Fig 1A, whereas 35% p16p19^−/−^ mice progressively developed lethal tumors within 220 d, 70% p16p19/Vnn1^−/−^ died of aggressive tumors before 220 d (*P* = 0.032). Based on the survival curves, we scored the presence of tumors at the date of sacrifice by macroscopic dissection and systematic anatomopathology of harvested organs for microscopic examination (200 d or earlier when premature death occurred). Results compiled in Table 1 indicate that 53% p16p19^−/−^ and 65% p16p19/Vnn1^−/−^ of the mice had developed tumors at autopsy. Whereas p16p19^−/−^ mice developed various tumor types with a majority of lymphomas, p16/p19/Vnn1^−/−^ mice predominantly developed skin STS typed as fibrosarcomas (Fig 1B). An anatomopathology analysis scored the degree of disorganization and anisonucleosis, the mitotic and necrotic indices and classified all STS tumors from differentiated (grade I) to undifferentiated (grade III). The differentiation grade of the available subcutaneous tumors was further investigated by quantifying the expression levels of collagen 1 and α-smooth muscle actin transcripts (Fig 1C) which are conventional markers of mesenchymal cell differentiation. STS developing on the Vnn1^−/−^ background were mostly grade II and III sarcomas. In the only case of skin STS (grade III) observed in Vnn1^+/+^ mice, a low level of Vnn1 transcript was detected by qRT–PCR (not shown), indicating that few cells express Vnn1 in the tumor mass. Of the three cohorts of mice tested, the few other sarcomas were only found in the liver or spleen in which Vnn1 can be expressed by various cell types. These results suggest that Vnn1 can be expressed in STS and may delay their development and/or growth. In favor of this hypothesis, an analysis of VNN1 transcriptional profile in a large array of human STS gathered in the Conticabase (Chibon et al, 2010) showed that undetectable level of VNN1 expression (observed in 198 of 349 sarcomas with complex genomics, 57%) is associated with increased risk of metastatic relapse in patients (Fig 1D).

**Figure 1.**
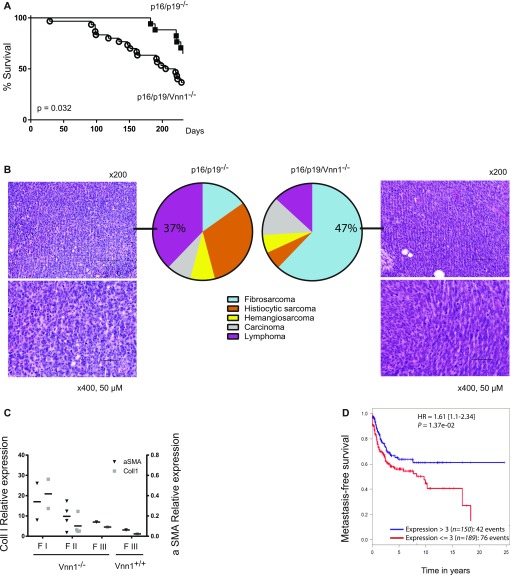
Lack of Vnn1 is associated with the development of aggressive skin STS. **(A)** Survival curves of p16/p19/Vnn1^−/−^ (n = 30) versus p16/p19^−/−^ (n = 17) mice (Log rank test *P* = 0.032). **(B)** Anatomopathological typing after hematoxylin/eosin staining of tumor sections and distribution of spontaneously grown tumors in mice sacrificed at 200 d; photos represent the most frequent tumor types observed in p16/p19^−/−^ (lymphoma) and p16/p19/Vnn1^−/−^ (STS) tumors (magnification 200× and 400×). **(C)** Quantification of collagen I and α-smooth muscle actin transcripts by qRT–PCR analysis of available subcutaneous Vnn1^−/−^ or Vnn1^+/+^ STS tumors graded by histology (fibrosarcomas from grade FI–FIII). **(D)** Distribution of metastasis-free survival in patients grouped according to the relative level of VNN1 transcript abundance in the sarcoma database.

**Table 1.** Tumors grown in the p16/19^−/−^ mouse model.

Genotype	Mice with tumors at 200 d	Incidence (%)
p16/p19^−/−^, n = 30	n = 16	53
	Lymphoma (spleen and liver)	37
	Histiocytic sarcoma (spleen, liver, and skin)	31
	Fibrosarcoma (spleen and skin)	13
	Sarcoma (muscle)	6
	Hemangioarcoma (spleen)	13
	Carcinoma	0
p16/p19/Vnn1^−**/**−^, n = 32	n = 21	65
	Fibrosarcoma (skin)	47
	Lymphoma (spleen and liver)	19
	Carcinoma (skin and intestinal)	10
	Histiocytic sarcoma (liver)	14
	Hemangioarcoma (liver)	5
	Undifferentiated sarcoma (skin)	5

### A novel mouse STS model

Given the slow rate of tumor development and the rare emergence of STS in Vnn1^+/+^ mice, we developed new transplantable STS models derived from primary myofibroblasts, previously shown to express Vnn1 in the context of an ischemic stress (Dammanahalli et al, 2012). To bypass the senescence checkpoint, we derived myofibroblast lines obtained from p16/p19/Vnn1^−/−^ and p16/p19^−/−^ mice and selected those expressing comparable levels of type 1 collagen and α-smooth muscle actin (not shown). As shown in Fig S1A, cell lines obtained from a Vnn1^+^ mouse express low Vnn1 levels in culture, and this expression is augmented by pharmacological agents provoking a cytosolic (transfected poly(I:C), ER [thapsigargin] or mitochondrial [antimycin A] stress). Although we could indefinitely expand these cell lines in vitro, they rarely developed into tumors after grafting them in immunodeficient nude mice. We therefore transformed the p16/p19/Vnn1^−/−^ lines with an oncogenic Ras, coexpressed or not with mock (R), intact (VR), or catalytically deficient (VdR) Vnn1 (Fig S1B–D). Three independent myofibroblast tumor lines (J2A, H1, or I1) were obtained which express comparable levels of RasV12-GFP chimeric protein (R) coupled or not to wild-type (VR) or catalytically deficient (VdR) Vnn1 protein at the cell membrane (Fig S1C). Only control VR cells expressed a detectable pantetheinase activity (Fig S1D). In vitro, these cell lines showed comparable multiplication rates over several passages after being repeatedly seeded at the same density (Fig S1E).

**Figure S1.**
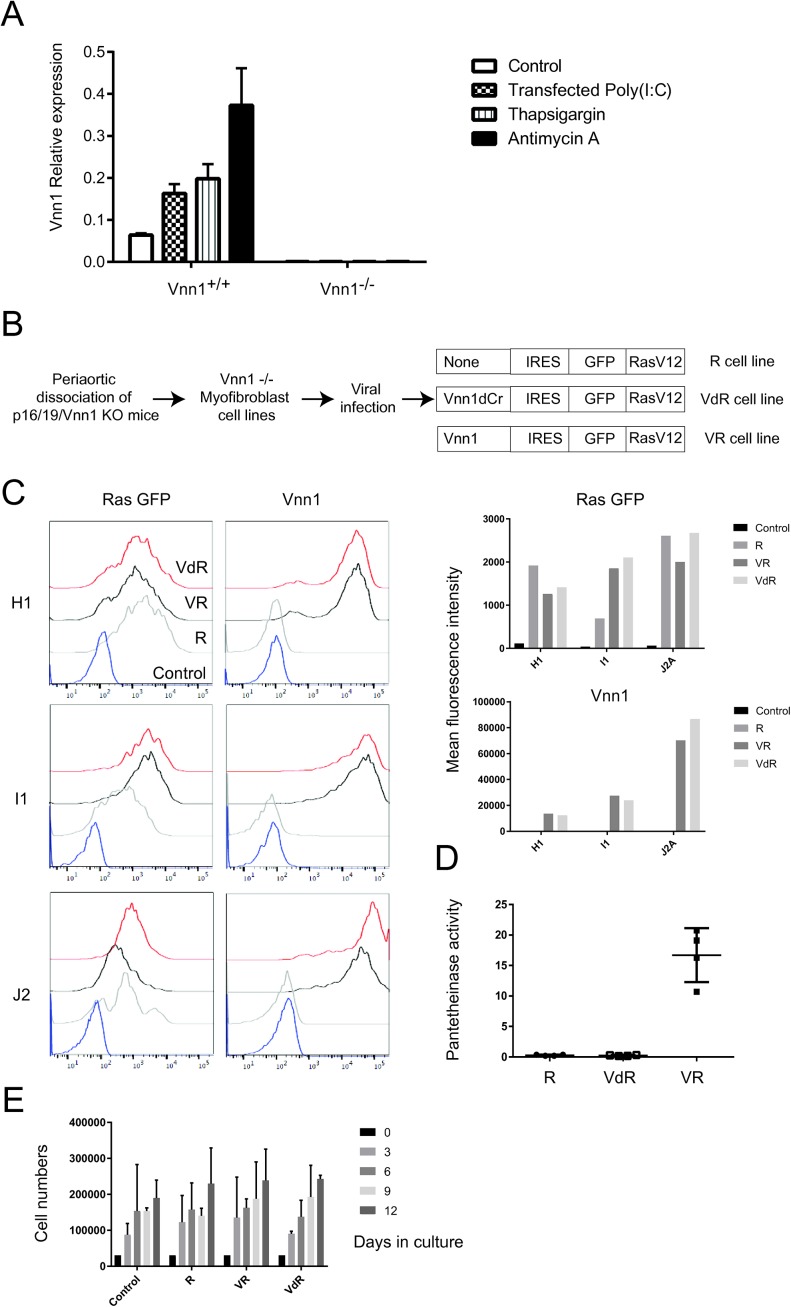
Characterization of the primary and Ras-transformed myofibroblast cell lines. **(A)** qRT–PCR quantification of Vnn1 expression by primary myofibroblast cell lines after stress induction. **(B)** Production and phenotypic characterization of Ras-transformed myofibroblast cell lines showing (C) GFP versus Vnn1 expression by flow cytometry and corresponding mean fluorescence intensities for each cell line, (D) Vnn1 pantetheinase activity, and (E) quantification of cell numbers obtained between each passage after reseeding 3 × 10^5^ cells in culture every 3 d, from passage P4 up to P8 after infection with retroviruses. More precisely, the difference P5–P4 gives the number of cells obtained after 3 d, P6–P5 after 6 d, P7–P6 after 9 d, and P8–P7 after 12 d in culture.

### Vnn1 expressing tumors grow slowly and remain differentiated

As shown in Fig 2A, a subcutaneous graft of R and VdR cells in nude mice led to the development of aggressive tumors, whereas VR cells grew poorly in vivo (*P* < 10^−3^). These results were confirmed in several independent experiments with all cell lines (Fig S2A and B), and also after grafting them in immunocompetent mice (Fig 2B). This shows that expression of an enzymatically active Vnn1 pantetheinase limits their growth in vivo. To better focus our analysis on tumor cells, we performed all subsequent experiments in the nude mouse model.

**Figure 2.**
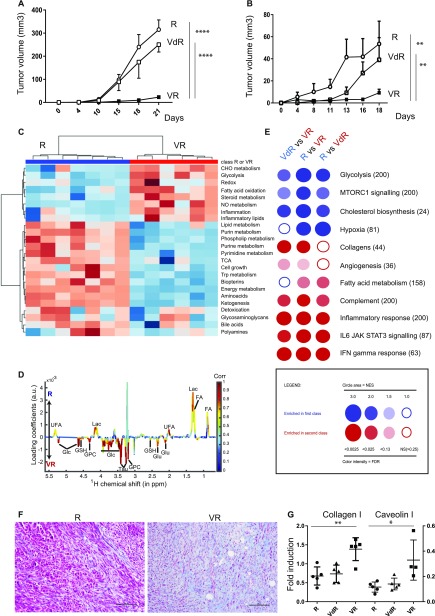
Characterization of R and VR tumors grafted in mice. **(A, B)** Comparative growth curve of R, VdR, and VR J2A tumors (n = 7, *t* test and ANOVA, ***P < 0.001) in nude (A) and immunocompetent C57BL/6 (B) mice. **(C)** Metabolomics analysis of R and VR H1 tumors by LC-MS (n = 6) showing the hierarchical cluster of metabolic pathways according to cell types. Scaling is in unit of variance (mean/squared root of SD). **(D)** Metabolomics analysis of R and VR J2A tumors by NMR (n = 7) displaying the relative enrichment in metabolites in R (top panel) versus VR (bottom panel) cell lines. Orthogonal Projections to Latent Structures Discriminant Analysis loading plot are color-coded according to the correlation coefficients of each signal with the predictive component of the tumor samples. Metabolites with positive intensities are in higher concentrations in R samples, whereas metabolites with negative intensities are in higher concentrations in VR samples (*P* value of 0.008). **(E)** Transcriptomic analysis of J2A tumors (n = 5). BubbleGUM analysis displaying enrichment of gene sets on the pairwise comparisons of R, VdR, and VR tumors (NES, normalized enrichment score). The gene sets were downloaded from MSigDB (Broad Institute). The bubble area is proportional to the normalized enrichments score (NES) calculated by GSEA. The intensity of the color corresponds to the statistical significance of the enrichment. **(F, G)** Typing of the differentiation grade of J2A tumors by in situ collagen (Masson trichrome) versus hematoxylin staining (F) or qRT–PCR analysis of collagen 1 and caveolin 1 transcripts (n = 5, unpaired *t* test, *P < 0.05; **P < 0.01) (G). Lac, lactate; Glc, glucose; GSH, glutathione; Tau, taurine; GPC, glycerophocholine; FA, fatty acids; and UFA, unsaturated FA.

**Figure S2.**
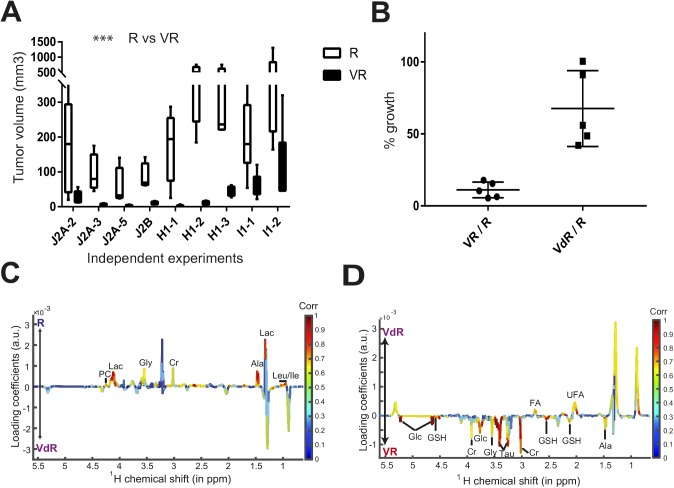
Tumor phenotyping. **(A)** Comparative growth behavior of tumors after grafting R versus VR J2A, H1, and I1 cell lines in independent experiments analyzed at end point on day 21 (ANOVA statistics). **(B)** Comparative growth potential of VR versus R or VdR versus R tumors in independent experiments on J2A, H1, and I1 cell lines. Results are expressed as a ratio to normalize all experiments to 100%, corresponding to the growth of R tumors. **(C, D)** Comparative NMR metabolite analysis of R versus VdR (S2C: *P* = 0.33) and VR versus VdR tumors (S2C: *P* = 0.04) as described in the legend of Fig 2D.

To investigate the mechanisms underlying the tumor suppressive effect of Vnn1 on STS, we performed unbiased metabolomics and transcriptomic analyses of tumors. Metabolomics analysis combining liquid chromatography-mass spectrometry (LC-MS) and nuclear magnetic resonance (NMR) approaches segregated R from VR tumors (Fig 2C and D) and highlighted metabolic pathways associated with cell growth in R tumors. Some among these were recently shown to be a source of biomarkers for cancer progression (Mimmi et al, 2013; Buzatto et al, 2017; Di Virgilio & Adinolfi, 2017; Tan et al, 2017). NMR analysis further identified the presence of excess lactate and saturated/unsaturated fatty acids in R tumors, whereas VR tumors were enriched in glucose and glutathione (Fig 2D), VdR tumors showing an R tumor–like profile (Fig S2C and D). This relative enrichment in glucose versus fatty acids is suggestive of a differential consumption between R and VR tumors. The LC-MS analysis allows the detection of a larger number of metabolites grouped in pathways (i.e., choline or nucleotides) (Fig 2C and Tables S2 and S3). This analysis indicates that various pathways are differentially affected by Vnn1 expression on VR versus R tumors and is consistent with R tumors displaying features of fast growth (nucleotides, choline pathway), glucose consumption, and reduced fatty acid disposal.

To link the metabolic shifts to transcriptional programs induced in the tumor mass, we performed a transcriptional profiling and high-throughput gene set enrichment analysis (GSEA). This analysis distinguished R or VdR from VR tumors (Fig 2E). 

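RNA of 12 J2A tumors was measured on Affymetrix mouse gene arrays, with 4 tumors in each of the R, VdR and VR groups. J2A cells are myofibroblasts of p16/p19/Vnn1 knockout mice transformed with oncogenic Ras. R cells carry Ras with a mock insert, VR cells also carry intact Vnn1 and VdR cells its catalytically deficient form. Vnn1, the pantetheinase gene of the vectors, was used as a check of the labels. Its log2 value was 5.70 ± 0.13 (SD, n = 4) in R tumors, 11.56 ± 0.16 (SD, n = 4) in VdR tumors and 10.87 ± 0.34 (SD, n = 4) in VR tumors. Every VdR and every VR tumor lay above every R tumor (two-sided exact permutation test, p = 0.0286 for each, the smallest p that 4 tumors against 4 allow). Every VR tumor also lay below every VdR tumor, with a log2 difference of -0.69 (two-sided exact permutation test, p = 0.0286). By limma, described below, the call of this difference was lost with only these groups compared. It was also lost without VdR replicate 4 or 5 or VR replicate 2, 4 or 5. The arrays do not tell the intact from the deficient Vnn1 transcript.
The paper gives day 21 as the time of harvest, whereas the sample labels give a range from 2 to 3 weeks that followed the growth of each tumor. The legend of Fig 2E names 5 tumors per group and the methods name 4, which is the number analysed here. The paper describes RNA of the total tumor mass, and the labels speak of sorted cells in their extraction text. The authors processed all arrays together with RMA in the oligo package, and the deposited values are on the log2 scale. Array medians lay between 6.68 and 6.74 in R, 6.71 and 6.75 in VdR and 6.66 and 6.77 in VR tumors. For each gene the probeset with the highest mean was taken, and a gene was tested when it exceeded 5.38, the 25th percentile of all values, in at least 4 arrays. The 16573 genes left were compared between groups with limma over all 12 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Pathway and cell type lists were written by hand and were tested with camera, a set test in limma that compares a list with all other genes, at a preset correlation of 0.01. For arrays, their number limits the precision.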

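The largest number of genes separated VR from R tumors, except with the macrophage score of each tumor in the model. Of 16573 genes, 2261 were higher and 1239 lower in VR than in R tumors (limma, adjusted p under 0.05). Between VdR and R tumors, 1090 genes were higher and 465 lower in VdR. Between VR and VdR tumors, 293 were higher and 277 lower in VR. At least a 1.5-fold change was reached by 967, 496 and 125 of these genes in the order given. By the methods' t-test, which the paper names for its qRT-PCR, 2120, 493 and 30 genes passed after adjustment, and with array weights 5667, 2595 and 884.
Apart from Vnn1 itself, the largest increases in VR over R tumors were in Cldn1, a tight junction claudin, with a log2 fold change of 3.33 (SE 0.29, adjusted p = 6.49e-05), and in Lum, the matrix proteoglycan lumican, with 2.50 (SE 0.28, adjusted p = 1.78e-04). H2-Q4, an MHC class I gene, had 2.37 (adjusted p = 1.6e-04) and Dpt, the matrix protein dermatopontin, 2.34 (adjusted p = 2.4e-04). The chemokine receptor gene Ccr2 rose by 2.27 and the myeloid lectin gene Clec12a by 2.26 (adjusted p = 0.00149 and 8.89e-05). The largest decreases were in Bmp2, a bone morphogenetic protein, with -2.62 (SE 0.39, adjusted p = 9.5e-04), and in the hypoxia-induced carbonic anhydrase gene Car9 with -2.35 (SE 0.52, adjusted p = 0.0075). Chrm3, a muscarinic acetylcholine receptor, had -2.34 (adjusted p = 0.00500), and Npr3, the natriuretic peptide clearance receptor, -2.32 (adjusted p = 3e-04).
Between VdR and R tumors the largest decreases were in the chloride channel gene Ano1, with -2.61 (adjusted p = 6.45e-05), and the potassium channel gene Kcnq5, with -2.34 (adjusted p = 3.34e-04). Among the largest increases after Vnn1 were Tbx20, a T-box transcription factor, with 2.13 (adjusted p = 0.00514), and Itgam, the myeloid integrin CD11b, with 1.73 (adjusted p = 1.57e-04). Between VR and VdR tumors Cyp1b1, a cytochrome P450, rose most, with 2.27 (adjusted p = 0.0155), and Cdh11, a mesenchymal cadherin, had 1.61 (adjusted p = 0.00792). Aldh1a2, which makes retinoic acid, was lower in VR than in VdR tumors, with -1.72 (adjusted p = 0.0192). On the first principal component, which held 44% of the variance, R tumors lay from -33.9 to -14.7, VdR tumors from -1.2 to 11.6 and VR tumors from 11.7 to 27.8.
The macrophage score of each tumor was added to the model as an alternative chosen after the data were seen. With it, 44, 2 and 319 genes passed in the order above. That score was 8.98 to 9.37 in R, 10.08 to 10.34 in VdR and 9.96 to 10.15 in VR tumors. R tumors did not overlap the others, so in comparisons with R this model can hardly tell group from score. Calls lost or turned with it there, here and below, do not show that macrophages explain a difference. The number between VR and VdR tumors was 151, 86 and 255 without VR replicate 2, 4 or 5, and 299, 171 and 205 without VdR replicate 1, 4 or 5, and the number lower in VR was 179 without VdR replicate 2. The number between VdR and R tumors was 971 and 963 without R replicate 1 or 4 and 961 without VdR replicate 2, the number lower in VdR was 258, 249, 287 and 277 without R replicate 1 or 4 or VdR replicate 1 or 2, and the number lower in VR than in R tumors was 775 and 817 without R replicate 4 or VR replicate 2.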

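Genes of fatty acid oxidation, complement, inflammation, IL-6 signalling and the interferon response were higher in VR than in R tumors as lists (adjusted p from 0.316 to 0.466 with an estimated correlation), as were macrophage markers. Of 17 measured macrophage markers, 14 rose, none fell and 3 did not pass (16 higher and 1 lower adjusted over the list alone; median log2 fold change 1.00, camera adjusted p = 1.55e-11, and adjusted p = 0.28 with an estimated correlation). Adgre1, a surface antigen of macrophages, had a log2 fold change of 1.45 (SE 0.11, adjusted p = 4.64e-05) and Csf1r, the receptor of macrophage colony-stimulating factor, 1.16 (SE 0.10, adjusted p = 5.06e-05).
Of 22 fatty acid oxidation genes, 10 rose and none fell (11 higher adjusted over the list alone; median log2 fold change 0.21, camera adjusted p = 4.54e-05, and adjusted p = 0.361 with an estimated correlation). On the log2 scale Slc25a20, the mitochondrial carnitine carrier, had 0.51 (SE 0.075, adjusted p = 8.64e-04), and Hadhb and Hadha, the subunits of the trifunctional protein, rose by 0.47 and 0.32 (adjusted p = 0.00232 and 0.00233). Cpt1a, which makes the acylcarnitines that enter mitochondria, rose by 0.74 (adjusted p = 0.0141).
Of 14 complement genes, 10 rose and none fell (12 higher adjusted over the list alone; median log2 fold change 0.96, camera adjusted p = 2.33e-06, and adjusted p = 0.316 with an estimated correlation). Cfp, which encodes properdin, had 1.20 (SE 0.18, adjusted p = 9.59e-04), the C1q chain genes C1qb and C1qc rose by 0.63 and 0.84, and the anaphylatoxin receptor gene C3ar1 by 1.07 (adjusted p = 0.00115, 0.00131 and 0.00126). In the inflammatory response list, 11 of 24 genes rose and 2 fell (12 and 2 adjusted over the list alone; median log2 fold change 0.31, camera adjusted p = 0.00175, and adjusted p = 0.329 with an estimated correlation). The monocyte chemokine genes Ccl7 and Ccl12 rose by 1.53 and 1.27, and Tlr2, a receptor of bacterial lipoproteins, by 1.12 (adjusted p = 0.00108, 1.6e-04 and 3e-04). The alarmin gene Il33 went the other way, with -1.22 (SE 0.35, adjusted p = 0.026).
In the IL-6 list, 6 of 24 genes rose and none fell (9 higher and 1 lower adjusted over the list alone; median log2 fold change 0.15, camera adjusted p = 0.0176, and adjusted p = 0.466 with an estimated correlation), among them the receptor genes Il10rb and Lifr with 0.73 (adjusted p = 5.06e-05) and 1.20 (adjusted p = 4.06e-04). In the interferon response list, 18 of 35 rose and none fell (23 higher adjusted over the list alone; median log2 fold change 0.90, camera adjusted p = 3.33e-09, and adjusted p = 0.466 with an estimated correlation). Psmb8, a subunit of the immunoproteasome, had 1.50 (SE 0.19, adjusted p = 3.54e-04), and Tap1, which carries peptides to MHC class I, 1.50 (SE 0.27, adjusted p = 0.00245). The number of higher interferon genes was 10 without R replicate 4. The IL-6 call was lost with a stricter filter (adjusted p = 0.101) and with array weights (adjusted p = 0.0782), of adjusted p from 0.00433 to 0.628 over the alternatives. With the macrophage score in the model, the camera adjusted p was 0.888 for fatty acid oxidation, 0.277 for complement, 0.409 for inflammation, 0.628 for IL-6 and 0.917 for interferon, and the direction turned for fatty acid oxidation, complement and interferon.

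**Figure D1:**
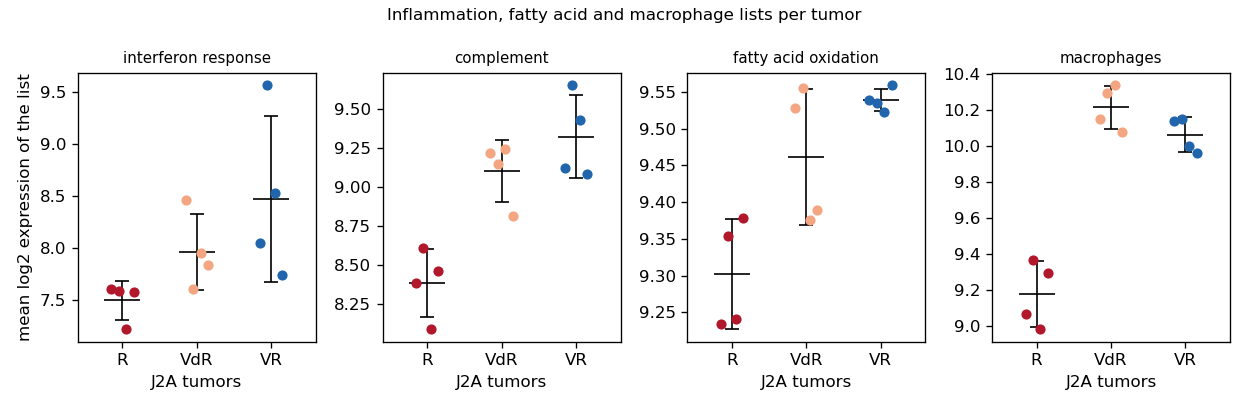
Mean log2 expression of the interferon response, complement, fatty acid oxidation and macrophage lists in each tumor. Each point is 1 tumor, and the horizontal line and bars give the group mean and SD (n = 4). The macrophage score was 9.18 ± 0.18 in R, 10.22 ± 0.12 in VdR and 10.06 ± 0.10 in VR tumors.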

Five generic signatures that were enriched in gene sets related to growth emerged from the GSEA analysis: (mTORC1), metabolism (glycolysis, cholesterol biosynthesis, and fatty acid metabolism), hypoxia, tissue organization (collagens), and inflammation (complement, inflammatory responses, IL-6, and IFNγ signaling). 

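Of 47 measured genes printed in the glycolysis heat map of Fig S3, 38 were lower in VR than in R tumors and none was higher, with 9 not passing the test (limma, adjusted p under 0.05). In the hypoxia map the tally was 45 lower of 57, in the fatty acid map 23 higher of 31 and in the map of IFNγ signaling 15 higher of 19. None of the measured genes of a map passed in the opposite direction. The study chose these genes on the same tumors, so the tallies are not independent evidence of a direction.
Among the glycolysis genes the largest changes were in the lactate exporter gene Slc16a3, with a log2 fold change of -1.89 (SE 0.33, adjusted p = 0.00224), in the calcium channel gene Cacna1h, with -1.85 (SE 0.25, adjusted p = 4.98e-04), and in the prolyl hydroxylase gene Egln3, with -1.81 (SE 0.34, adjusted p = 0.00299). The smallest were in Rragd, a GTPase of amino acid sensing, with -0.19 (adjusted p = 0.091), in Pygl, the liver glycogen phosphorylase gene, with -0.23 (adjusted p = 0.112), and in Ankzf1, with -0.28 (adjusted p = 0.017). Pgf, a growth factor of the VEGF family, had -1.83 (SE 0.36, adjusted p = 0.00376) and Ier3, an immediate early gene, -1.60 (SE 0.28, adjusted p = 0.00218) at the upper end of the hypoxia map. Pklr, the liver pyruvate kinase gene, had -0.22 (adjusted p = 0.118) and Ppargc1a, a coactivator of mitochondrial biogenesis, -0.24 (adjusted p = 0.0312) at its lower end.
The fatty acid map includes Vnn1 itself, which the vectors express. After it came Cd36, a fatty acid transporter, with 2.01 (SE 0.56, adjusted p = 0.0241), and Ltc4s, the leukotriene C4 synthase gene, with 1.20 (SE 0.21, adjusted p = 0.00231). The smallest changes there were 0.19 (adjusted p = 0.104) in Bmpr1b, 0.25 (adjusted p = 0.0407) in Bphl and 0.25 (adjusted p = 0.116) in Retsat. In the map of IFNγ signaling, Sp100, a nuclear body protein, had 2.19 (SE 0.38, adjusted p = 0.00216). Irf7, a transcription factor of the interferon response, and Oas2, an antiviral synthetase, did not pass, with 1.67 (SE 0.73, adjusted p = 0.126) and 1.32 (SE 0.66, adjusted p = 0.175). Without VR replicate 2 these log2 fold changes were 0.97 and 0.67. Camk2a, Ciita and Ifngr1 had the smallest changes of this map, with 0.24 (adjusted p = 0.026), 0.33 (adjusted p = 0.0428) and 0.47 (adjusted p = 2.34e-04).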

The heat maps of selected leading edges are shown in Fig S3. R tumors highlighted signatures associated with intense proliferation such as glycolysis, mTORC1, and cholesterol biosynthesis pathways. In contrast, VR tumors showed a significant enrichment in genes associated with mesenchymal cell differentiation such as collagen production, a phenotype reminiscent of primary tumors observed in p16p19^−/−^ mice. 

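Most measured genes of glycolysis and several of cholesterol synthesis were lower in VR than in R tumors. Of 19 glycolysis genes, 14 fell, 1 rose and 4 did not pass (16 lower and 1 higher adjusted over the list alone). The median log2 fold change was -0.50 (camera adjusted p = 5.44e-07, and adjusted p = 0.329 with an estimated correlation). Tpi1, triosephosphate isomerase, had a log2 fold change of -0.66 (SE 0.087, adjusted p = 4.59e-04), and Hk2, the hexokinase that phosphorylates glucose at entry, -0.78 (SE 0.14, adjusted p = 0.00267). Slc16a1, a lactate and pyruvate transporter, had -0.82 (SE 0.15, adjusted p = 0.00269). Pfkfb4, a regulator of phosphofructokinase, went the other way, with 0.32 (SE 0.077, adjusted p = 0.0126).
Of 20 genes of cholesterol biosynthesis, 8 fell and none rose (10 lower and 1 higher adjusted over the list alone; median log2 fold change -0.31, camera adjusted p = 3.4e-04, and adjusted p = 0.518 with an estimated correlation). Fdft1, squalene synthase, had -0.84 (SE 0.10, adjusted p = 2.38e-04), Dhcr7, which catalyses the last step to cholesterol, -0.83 (SE 0.13, adjusted p = 0.00129), and Srebf2, the transcription factor of the pathway, -0.41 (SE 0.076, adjusted p = 0.00297). Hmgcs1, the HMG-CoA synthase gene, fell by 0.53 on the log2 scale (adjusted p = 0.00328). In the list of mTORC1 and ATF4 amino acid genes, 8 of 26 fell and 2 rose (9 and 2 adjusted over the list alone; median log2 fold change -0.11, camera adjusted p = 0.014, and adjusted p = 0.535 with an estimated correlation). The largest of these falls was in Slc7a11, the cystine transporter gene, with -1.49 (SE 0.25, adjusted p = 0.00184). Cebpb, a transcription factor, had -0.58 (adjusted p = 0.00525), the seryl- and cysteinyl-tRNA synthetase genes Sars and Cars had -0.29 (adjusted p = 0.00899) and -0.24 (adjusted p = 0.018), and Slc7a5, which imports leucine, went up by 0.24 (adjusted p = 0.0221).
A list of 27 cell cycle genes was not called between VR and R tumors (median log2 fold change 0.087, camera adjusted p = 0.259), with 1 gene higher and none lower. The mTORC1 list was not called without VR replicate 5 (camera adjusted p = 0.0703) or with fry (adjusted p = 0.0683), of adjusted p from 0.00219 to 0.535 over the alternatives. The cell cycle list was called higher in VR without R replicate 5 (adjusted p = 5.34e-04) and with array weights (adjusted p = 0.0288), of adjusted p from 5.34e-04 to 0.988 over the alternatives. Laptm5, a lysosomal protein of macrophages and other blood cells, rose in the same comparison, with 1.05 (adjusted p = 1.93e-04). With the macrophage score in the model, the directions of cholesterol biosynthesis (adjusted p = 0.318) and of the mTORC1 list (adjusted p = 0.384) turned, and the cell cycle list turned and was called lower in VR (adjusted p = 0.00986).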

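The lists of collagens and of other matrix proteins were called higher in VR than in R tumors, although most of their genes did not pass and neither call held with an estimated correlation. Of 40 collagen genes, 12 rose, none fell and 28 did not pass (15 higher adjusted over the list alone; median log2 fold change 0.16, camera adjusted p = 0.00481, and adjusted p = 0.562 with an estimated correlation). The collagen VI genes Col6a2 and Col6a1 had log2 fold changes of 0.93 (SE 0.12, adjusted p = 4.51e-04) and 0.63 (SE 0.10, adjusted p = 0.00151). Col3a1, a fibrillar collagen, had 0.54 (SE 0.090, adjusted p = 0.00169). Col1a1, the collagen 1 chain gene, was 12.52 ± 0.21 (SD, n = 4) in R and 13.07 ± 0.085 (SD, n = 4) in VR tumors, a log2 fold change of 0.54 (SE 0.11, adjusted p = 0.00465) by limma.
Of 20 genes of other matrix proteins, 6 rose and 1 fell (10 and 1 adjusted over the list alone; median log2 fold change 0.23, camera adjusted p = 0.00282, and adjusted p = 0.466 with an estimated correlation). Fbln5, a protein of elastic fibers, had 0.78 (SE 0.13, adjusted p = 0.00192) and Ogn, the proteoglycan osteoglycin, 1.61 (SE 0.37, adjusted p = 0.00898). Pcolce, which enhances procollagen processing, rose by 0.37 (adjusted p = 0.00455). Thrombospondin 1, encoded by Thbs1, went the other way with -0.49 (adjusted p = 0.0424). Cav1, the caveolin 1 gene, rose by 0.40 (SE 0.12, adjusted p = 0.0284). Acta2, the α-smooth muscle actin gene, did not pass, with 0.20 (SE 0.19, adjusted p = 0.479), and its sign turned with array weights (-0.040) and without R replicate 5 (-0.041). The list of 18 smooth muscle and myofibroblast genes was not called (median log2 fold change 0.13, camera adjusted p = 0.0786), but was called higher in VR without a filter on dim probesets (adjusted p = 0.0339), with fry (0.0236), and without R replicate 1 (0.0269), R replicate 2 (0.0312) or VR replicate 5 (0.0346), of adjusted p from 0.0236 to 0.936 over the alternatives.
Endothelial genes were also higher in VR as a list. Of 19, 5 rose and none fell (5 higher adjusted over the list alone; median log2 fold change 0.27, camera adjusted p = 0.00107, and adjusted p = 0.535 with an estimated correlation), among them the receptor genes Eng and Tek with 0.91 (adjusted p = 4.18e-04) and 1.01 (adjusted p = 6.69e-04). Between VR and VdR tumors the collagen list was also higher in VR (median log2 fold change 0.082, camera adjusted p = 0.00194, and adjusted p = 0.729 with an estimated correlation), with 2 of its genes higher and none lower, and between VdR and R tumors it was not called (median log2 fold change 0.064, camera adjusted p = 0.391). With the macrophage score in the model, the adjusted p was 9.77e-05 for collagens, 0.936 for other matrix proteins and 0.0951 for endothelial genes between VR and R, and 0.0649 for collagens between VR and VdR tumors. The collagen call between VR and R tumors was lost with array weights (camera adjusted p = 0.0667, of 9.77e-05 to 0.562 over the alternatives), and that between VR and VdR tumors with fry (adjusted p = 0.436).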

The latter was further documented by immunohistochemistry analysis (Fig 2F) and qRT–PCR quantification of collagen 1 and caveolin 1 transcripts using RNA extracted from total tumor mass (Fig 2G). This analysis confirmed that VR tumors express higher levels of collagen and caveolin than R tumors. Therefore, expression of Vnn1 by myofibroblast STS is associated with a differentiated status and slow growth as in the case of spontaneous tumors in the p16p19^−/−^ mouse model.

**Figure S3.**
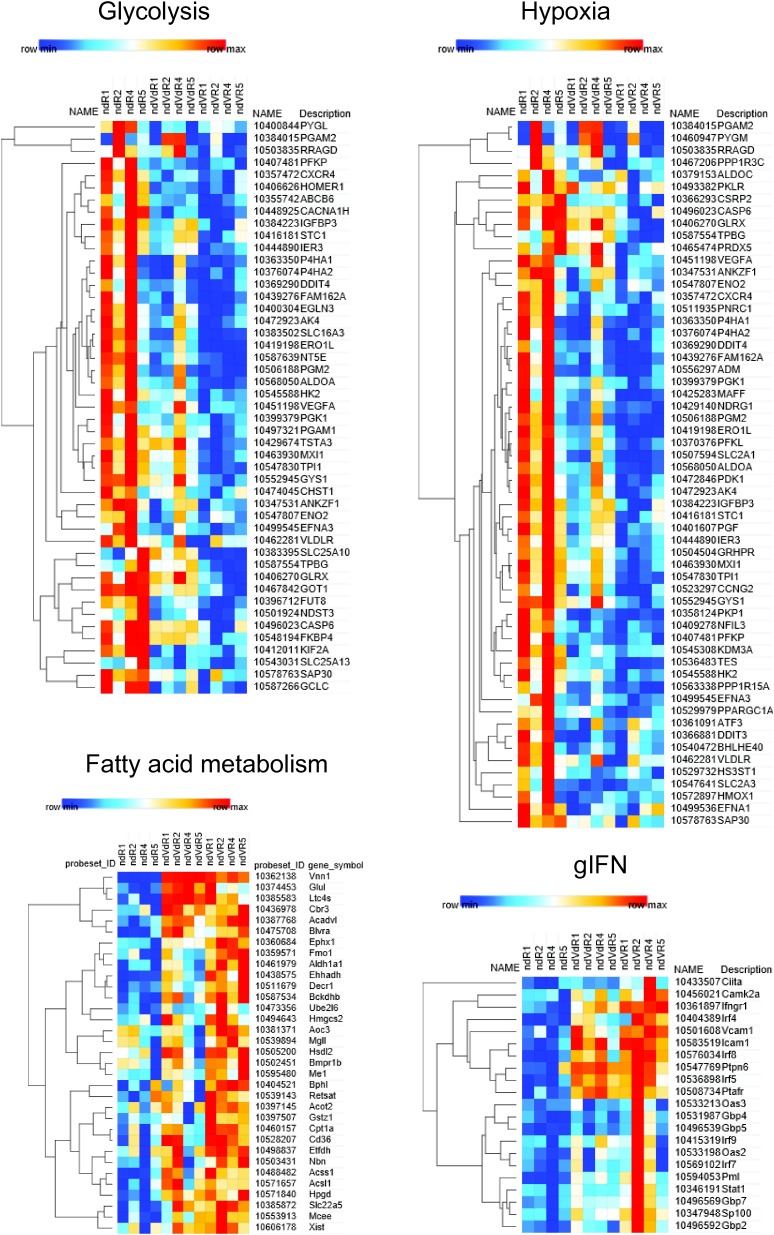
GSEA analysis. Results of an extensive GSEA using the BubbleGUM software and showing the list of selected leading edges (LE) for each signature deposited on the molecular signature database (MSigDB).

### Vnn1 expression antagonizes the glycolytic switch in Ras-driven tumors

The predominant transcriptional signature associated with R tumors is linked to glycolysis and hypoxia, a hallmark of the development of the Warburg effect. 

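Most measured genes of the hypoxia response were lower in VR than in R tumors. Of 32 measured hypoxia response genes, 26 were lower in VR than in R tumors, none was higher and 6 did not pass (27 lower and 1 higher adjusted over the list alone). The median log2 fold change was -0.70 (camera adjusted p = 1.2e-12, and adjusted p = 0.329 with an estimated correlation). In the same comparison the macrophage protease gene Ctss rose, with a log2 fold change of 1.11 (SE 0.11, adjusted p = 9.75e-05).
Bnip3, a receptor of mitophagy, was 10.71 ± 0.72 (SD, n = 4) in R and 8.76 ± 0.23 (SD, n = 4) in VR tumors, a log2 fold change of -1.95 (SE 0.37, adjusted p = 0.00352) by limma. Slc2a1, the glucose transporter Glut1, had -1.50 (SE 0.28, adjusted p = 0.00273). Pdk1, which inhibits pyruvate dehydrogenase, had -1.39 (SE 0.28, adjusted p = 0.00466), and Adm, the vasodilator adrenomedullin, -1.48 (SE 0.38, adjusted p = 0.0158). Ero1a, an oxidase of the endoplasmic reticulum, had -1.61 (SE 0.26, adjusted p = 0.0014), and Mxi1, an antagonist of MYC, -0.73 (SE 0.11, adjusted p = 8.59e-04). Ankrd37, a target of HIF, and Gys1, the glycogen synthase gene, fell by 1.39 and 0.62 on the log2 scale (adjusted p = 0.00126 and 0.00139).
The mean of VdR tumors lay between those of R and VR tumors on the hypoxia and glycolysis lists. Between VdR and R tumors, 8 hypoxia genes were lower in VdR and none was higher (24 lower and 0 higher adjusted over the list alone; median log2 fold change -0.62, camera adjusted p = 3.53e-13, and adjusted p = 0.552 with an estimated correlation). The number lower was 3 without R replicate 1, R replicate 4, VdR replicate 1 or VdR replicate 2. It was 17 without VdR replicate 4 and 20 without R replicate 5. The hypoxia scores of VdR and R tumors overlapped (two-sided exact permutation test, p = 0.0571). Kdm3a, a histone demethylase, had -0.68 (adjusted p = 0.00356), Bnip3 -1.30 (adjusted p = 0.0479) and Slc2a1 -0.99 (adjusted p = 0.0417). Car9 did not pass, with -1.74 (SE 0.52, adjusted p = 0.0546). For glycolysis, 3 of 19 genes were lower and 1 higher in VdR than in R (8 and 1 adjusted over the list alone; median log2 fold change -0.26, camera adjusted p = 3.22e-05, and adjusted p = 0.647 with an estimated correlation). Between VR and VdR tumors, 1 hypoxia gene and 3 glycolysis genes were lower in VR and none was higher (2 and 4 lower adjusted over the list alone). Their medians were -0.19 and -0.21 (camera adjusted p = 0.00649 and 0.00362, and adjusted p = 0.729 for each with an estimated correlation). The hypoxia call between VR and VdR was lost without VdR replicate 4 (adjusted p = 0.159) and with fry (adjusted p = 0.464), of 2.23e-04 to 0.729 over the alternatives. With fry the glycolysis calls between VdR and R (adjusted p = 0.102) and between VR and VdR tumors (adjusted p = 0.323) were also lost. With the macrophage score in the model, the adjusted p between VR and R was 0.171 for both lists. Between VdR and R, where the direction turned, it was 0.975 for hypoxia and 0.993 for glycolysis. Between VR and VdR tumors both lists were still called lower in VR in that model (adjusted p = 5.3e-04 for hypoxia and 0.00146 for glycolysis).

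**Figure D2:**
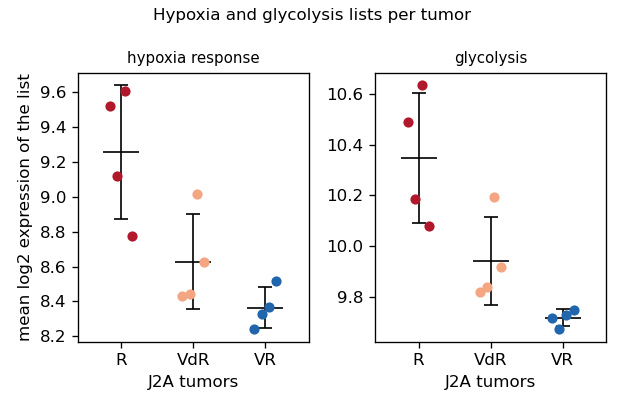
Mean log2 expression of the hypoxia response and glycolysis lists in each tumor. Each point is 1 tumor, and the horizontal line and bars give the group mean and SD (n = 4). The hypoxia score was 9.25 ± 0.38 in R, 8.63 ± 0.27 in VdR and 8.36 ± 0.12 in VR tumors.

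The paper links the main signature of R tumors to glycolysis and hypoxia, which it describes as a hallmark of how the Warburg effect develops.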

Because the transcriptomic analysis was performed on RNA from total tumor extracts, we performed a comparative qRT–PCR analysis on enriched tumor cells, after exclusion of the infiltrating CD45^+^ hematopoietic cells known to undergo metabolic changes that could alter the interpretation of the results. As shown in Fig 3A, the expression of transcripts associated with hypoxic/glycolytic signatures (Glut1, Pdk1, Hk2, Adm, Bnip3, and Car9) was significantly enhanced in dissociated tumors (*P* < 10^−4^). Glycolytic tumors are generally associated with fast growth. Because cysteamine and pantothenate are the two products of pantetheinase activity, they were added to in vitro cultures to test whether the Vnn1-mediated tumor suppressor effect could be recapitulated by its products alone or in combination. As shown in Fig 3B, cysteamine reduced the growth of R cell lines in vitro by 50%. This effect was not modified by adding pantothenate at different concentrations to the culture medium. Importantly, in vivo administration of cysteamine strongly reduced tumor size (Figs 3C and S4A) with partial (Glut1, Pdk1, and Hk2) modification of their hypoxic transcriptional signature (Fig S4B) but without affecting their differentiation status (Fig S4C). Increased glycolytic behavior is typically associated with lactate production, a hallmark of the Warburg effect. As shown in Fig 3D, R but not VR tumors produced high levels of lactate, and cysteamine administration to mice lowered lactate production by tumors. This finding was confirmed in vitro by Seahorse analysis where cysteamine partially reduced the glycolytic capacity of R lines in vitro (Fig 3E). Therefore, R tumors display the features of highly glycolytic, growth-oriented tumors, whereas Vnn1 exerts an anti-Warburg effect, in part through the cysteamine-mediated inhibition of glycolysis and lactate production.

**Figure 3.**
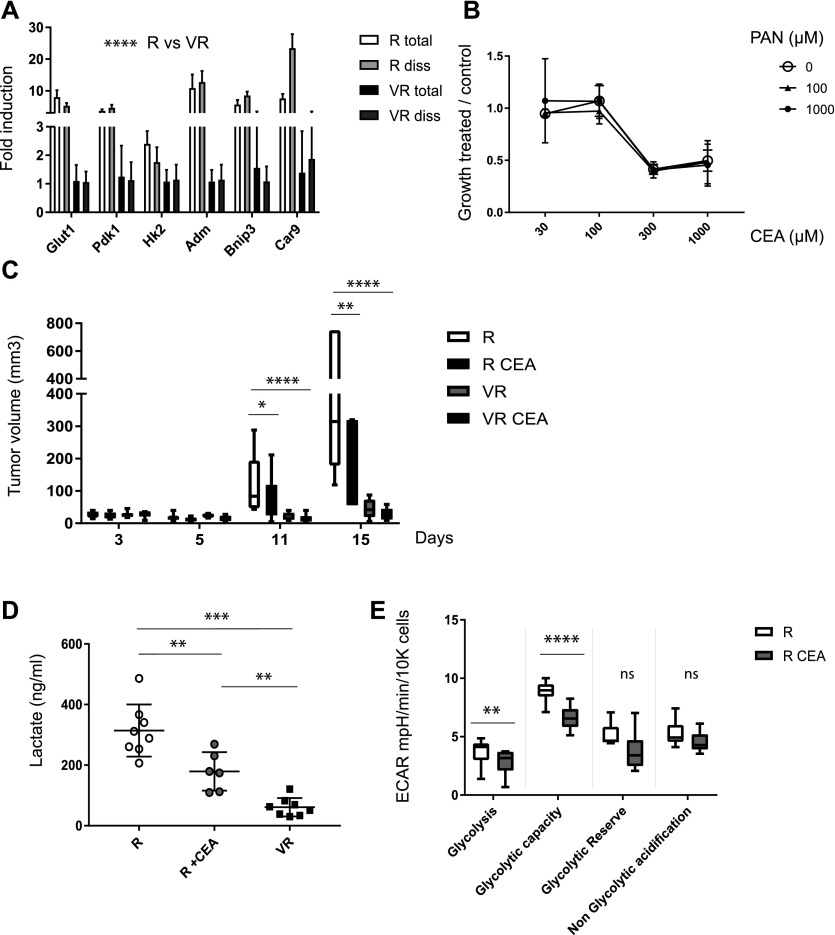
Analysis of the Warburg signature. **(A)** Quantification by qRT–PCR of transcripts associated with the glycolytic/hypoxic signatures and tested on RNA from total H1 tumor mass (total, n = 3) or from dissociated (diss, n = 4) tumor cells after exclusion of the infiltrating CD45^+^ population by magnetic bead cell sorting (ANOVA statistics *P* < 0.0001). **(B)** Dosage of lactate production in H1 R and VR tumor samples (n = 6–8; *t* test) from untreated or cysteamine (CEA)-treated mice when indicated. **(C)** Seahorse analysis of the in vitro–grown H1 R cell lines quantifying the effect of 500 μM cysteamine (CEA) extemporaneously added to the cell culture before ECAR measurement (ANOVA statistics *P* < 0.0001). **(D)** Effect of the addition of increasing concentrations of cysteamine (CEA) and pantothenate (PAN) to H1 cell cultures in vitro evaluated by crystal violet staining of cells (treated day 1 − control day 0)/(control day 1 − control day 0). **(E)** Growth of H1 tumors in mice treated or not with CEA ip (120 mg/kg) (n = 6, multiple *t* test).

**Figure S4.**
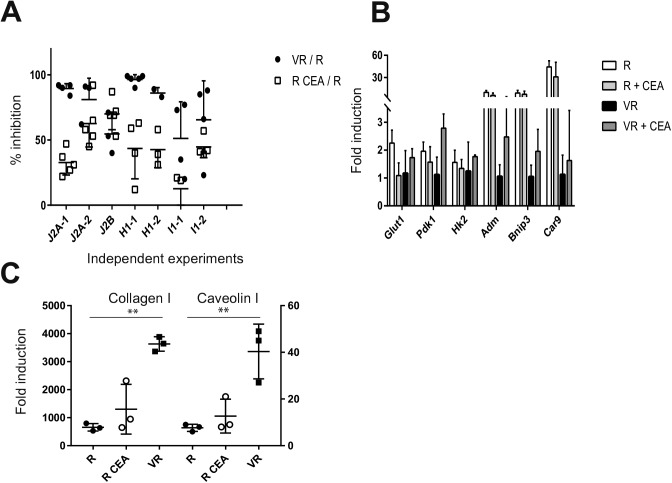
Effect of cysteamine. **(A)** Comparative inhibitory effect of Vnn1 transfection versus cysteamine (CEA) administration (120 mg/kg i.p.) on tumor growth in nude mice. For clarity, results are normalized by showing the percentage of growth inhibition comparing VR versus R (VR/R) and CEA-treated versus CEA-untreated R (R CEA/R) tumor growth. **(B, C)** Effect of cysteamine (CEA) administration on the expression of transcripts associated with hypoxia (B) or differentiation (C).

### Vnn1 pantetheinase raises CoA levels and improves mitochondrial fitness in tumors

Pantothenate is the biosynthetic precursor of CoA, a cofactor that is essential for mitochondrial activity. Detection of pantothenate concentrations in tissues were at the limit of sensitivity of detection using LC-MS analysis. We therefore obtained only partial information showing that some VR but not R or cysteamine-treated R tumors showed detectable pantothenate content, although the difference was not statistically significant (Fig 4A). In contrast, CoA levels quantified by HPLC were significantly elevated in VR tumors compared with R or cysteamine-treated R tumors (Fig 4B), demonstrating for the first time that Vnn1 pantetheinase activity affects CoA levels in vivo. Cysteamine treatment had only a marginal effect on CoA concentrations, possibly as an indirect consequence of its effect on tumor growth.

**Figure 4.**
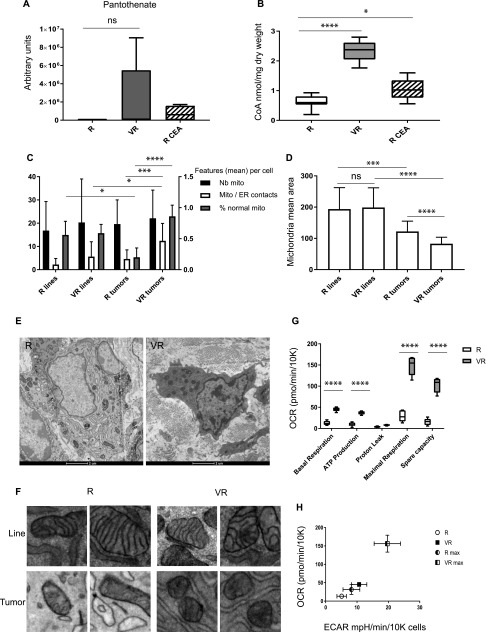
Mitochondrial homeostasis. **(A)** Quantification of pantothenate levels by LC-MS analysis and (B) CoA levels in I1 tumor extracts (n = 9 for R and VR samples, n = 6 for CEA-treated R samples, unpaired *t* test). **(C–F)** EM analysis of mitochondria on individual cells observed in cultured grown cell lines and after grafting in nude mice (n = 20 cells/sample). **(C)** Quantification of mitochondria/cell in cell lines (H1 R/VR lines) and tumor extracts (H1 R/VR tumors) and quantification of mitochondrial features: contact points between ER and mitochondria (expressed in contacts per cell) and proportion of normal mitochondria per cell (i.e., organized crests, homogenous density) expressed as a ratio: normal/total mitochondria/cell. **(D)** Quantification of the mean surface are occupied by mitochondria expressed as a ratio: mitochondria surface area/number of mitochondria/cytosol. **(E, F)** Representative images of cells from R and VR tumors ([E] 8,500×), mitochondria in lines versus tumors (F), and two enlarged photos of 1 μm^2^ per category 22,000×; see more in Fig S6. **(G)** Comparative analysis of the OCR for J2A R versus VR cultured cell lines (n = 6–7) by Seahorse analysis (ANOVA statistics *P* < 0.0001). **(H)** OCR versus ECAR plot for R and VR lines under basal or Carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP)-treated conditions.

We next investigated mitochondrial homeostasis. Quantification of mitochondrial content by Tom20 staining on tumor sections and MitoTracker analysis on in vitro–grown cells did not document significant differences (Fig S5A and B). We then performed a comparative EM analysis of cultured R and VR cell lines and their corresponding in vivo–grown tumors. The number of mitochondria and the mitochondria/cytosol ratio in cancer cells (Shapovalov et al, 2011) are comparable between all samples (Fig 4C). In contrast, the mean area of mitochondria was larger in cultured cells than in tumors and VR tumors that displayed smaller and denser mitochondria than R tumors (Fig 4D). Moreover, we observed qualitative differences between R and VR tumors, which were not detected in the corresponding cultured cells (Figs 4E and F, and S6A and B). In VR tumors, the mitochondrial network is homogenous, dense, and frequently in contact with an organized ER. In sharp contrast, R tumors are less electron dense (reduced protein content) and show numerous features of mitochondrial stress with swollen organelles or presence of electron-translucent deposits, probably because of the presence of calcium phosphate precipitates (Giang et al, 2013) and reduction of mitochondrial crests (Shapovalov et al, 2011) and ER/mitochondria contacts associated with dilated ER (Bustos et al, 2017).

**Figure S5.**
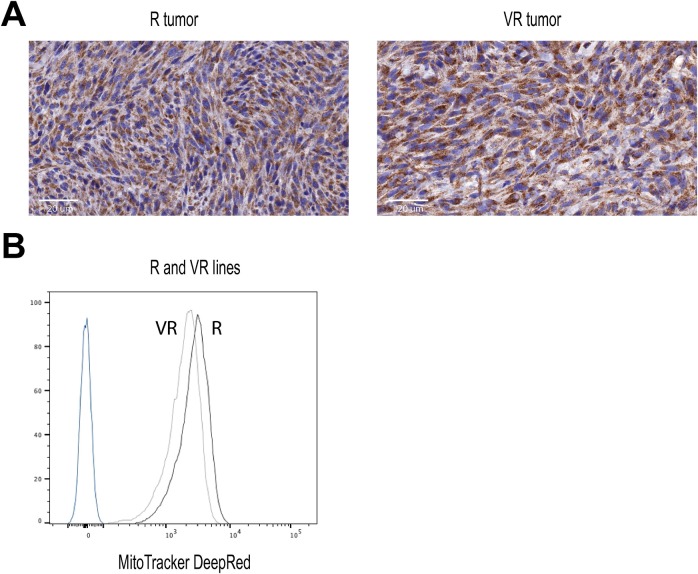
Mitochondria analysis. **(A)** Immunohistochemistry on cultured R versus VR H1 tumors using the Tom20 mAb with a hematoxylin counter stain. **(B)** Flow cytometry using the MitoTracker DeepRed (100 nM) on equivalent cell lines.

**Figure S6.**
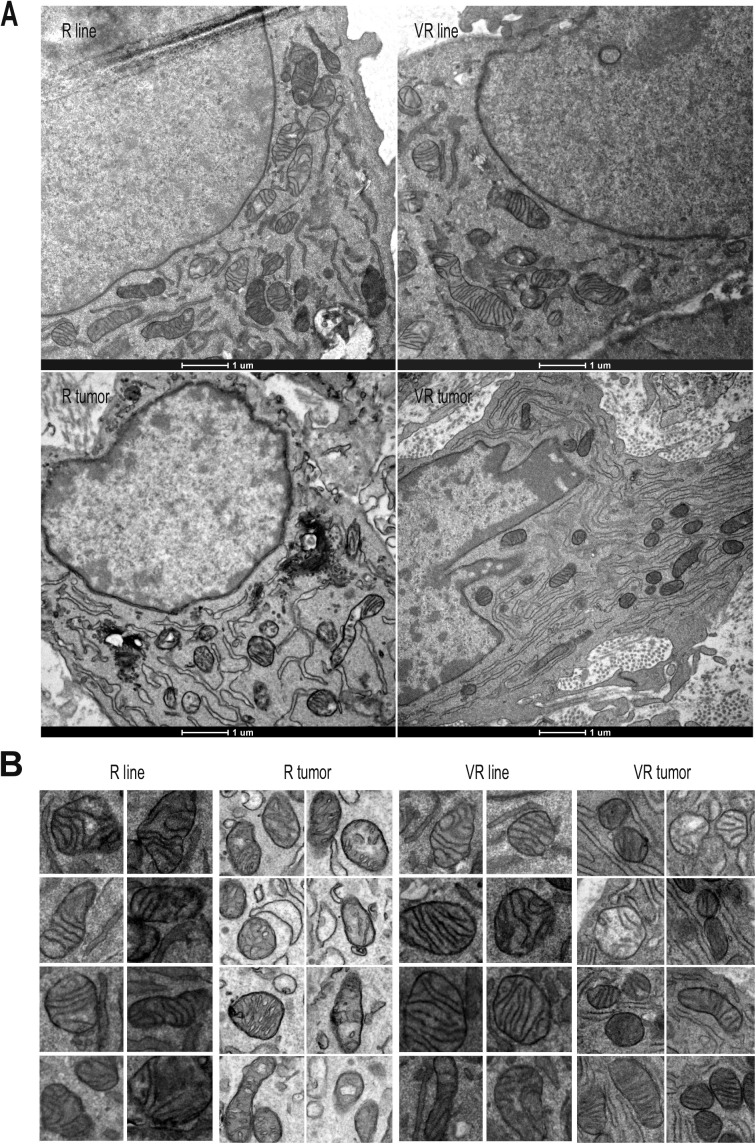
Complementary EM analysis of R and VR cell lines versus tumors at different magnification (A, 13,000×). Representative images of mitochondria (B, 22,000×).

To evaluate mitochondrial activity, we compared basal and maximal oxygen consumption rate (OCR) between R and VR cell lines (Fig 4G). We found that VR cells showed increased basal and maximal respiratory potential and ATP production compared with R cells and by combining OCR and extracellular acidification rate (ECAR) measurements showed the profile of highly metabolic cells in vitro (Fig 4H), indicating the presence of a reservoir of functional mitochondria. Altogether, these results show that R and VR tumors do not show the same adaptation potential and that expression of Vnn1 presets cells in a metabolic state that allows them to maintain mitochondrial organization/activity in a tumor and likely stressed environment.

### Increasing pantetheinase activity in a Ras tumor limits its growth

In vivo, tumors are heterogeneous and may contain various proportions of Vnn1^+^ and Vnn1^−^ cells. Furthermore, although Vnn1 expression levels are quite variable in tissues, one may wonder whether serum Vnn1 levels might be sufficient to compensate for the loss of Vnn1 expression in tumors (Rommelaere, Millet et al, 2013a). It has been previously shown that pantethine, the oxidized (disulfide) form of PantSH, can be converted in vivo into cysteamine and pantothenate (Wittwer et al, 1985) and has significant biological effects in infectious or inflammatory models (Penet et al, 2008; Kavian et al, 2015). We first verified that pharmacological doses of pantethine could reduce the growth of R tumors to a level comparable with that of a combination of cysteamine and pantothenate (Fig 5A). Next, we set out to determine whether a minimal amount of pantetheinase activity within the tumor mass would potentiate the antitumor effect and be able to control the growth of aggressive R tumors. To test this hypothesis, we injected a mix of R/VR tumor cells at a 10/1 cell ratio in immunocompetent C57BL/6 mice and, additionally, administered pantethine. Interestingly, the presence of 10% VR cells in an R tumor reduces tumor growth, and this inhibitory effect is further enhanced by the addition of pantethine to mice (Fig 5B). Therefore, this experiment shows that a minimal amount of intra-tumor pantetheinase activity is required to generate a tumor suppressive context in aggressive tumors and suggests that the products of pantetheinase activity work in a paracrine mode on Vnn1^−^ tumor cells.

**Figure 5.**
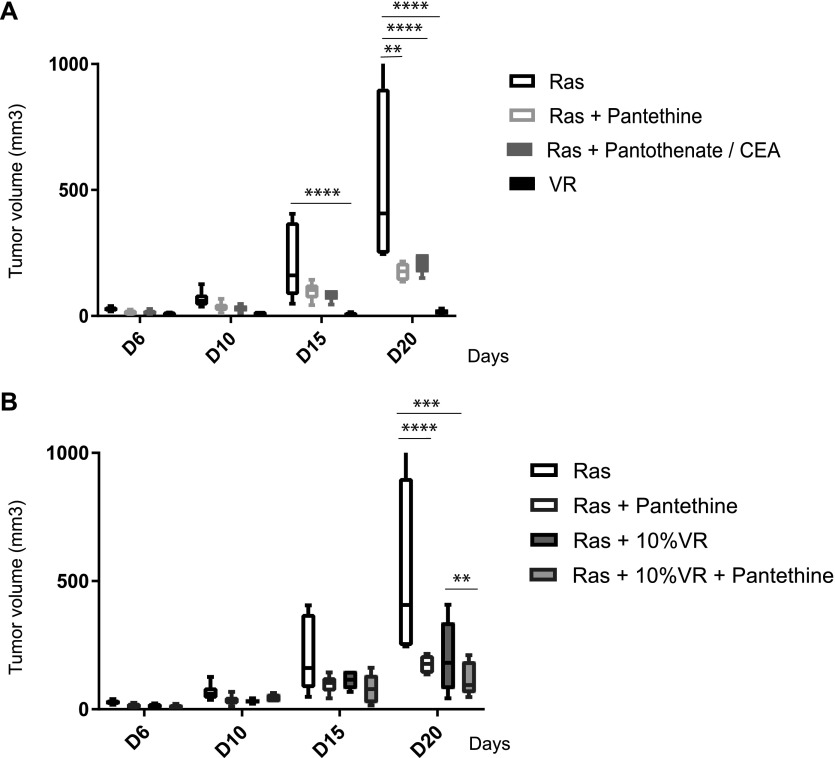
Effect of increasing pantetheinase activity in R tumors. **(A)** Scoring of tumor growth in C57BL/6 mice grafted with R or VR cells and receiving pantethine or a mix of cysteamine and pantothenate every other day during the course of tumor development (n = 6–8 tumors per condition). **(B)** Comparative growth of R or R/VR chimeric tumors at two different cell ratios grafted in untreated or pantethine-treated mice. Multiple *t* tests were performed for statistical analysis.

## Discussion

Using Vnn1-deficient mice (Pitari et al, 2000), we have previously showed that pantetheinase activity is required for tissue adaptation to stress induced by damage, infection, or inflammation (Naquet et al, 2014) and more specifically during myofibroblast-dependent tissue repair and fibrosis (Dammanahalli et al, 2012; Kavian et al, 2016). In this study, we provide the first experimental evidence that induction of Vnn1 pantetheinase activity in a mouse sarcoma model contributes to the regeneration of mitochondrial CoA stores through the production of pantothenate from PantSH, leading to enhanced mitochondrial fitness. Indeed, although R and VR cell lines show comparable mitochondrial organization, growth, and differentiation potential when grown in culture, we observed a disorganization of the mitochondrial/ER network in R but not VR tumors in vivo. These results show that the hostile environment of the tumor decompensates mitochondrial homeostasis if its CoA stores are not restored by local pantetheinase activity. Moreover, in vitro–grown VR lines display a higher respiratory potential than R cell lines, in agreement with their ability to cope with metabolic stress. These results suggest that pantothenate availability determines mitochondrial fitness (thereby supporting ATP production) and that it is required for the fulfillment of effector functions observed in differentiated Vnn1+ tumors.

The results of this and several previous studies on the interplay between Vnn1 pantetheinase activity, CoA biosynthesis/degradation, and energy metabolism can be summarized schematically, providing a descriptive model that highlights the connections between the various systems (Fig 6). De novo CoA biosynthesis is initiated by the phosphorylation of pantothenate by pantothenate kinase (PanK), of which several isoforms with different subcellular locations and regulatory characteristics exist (Alfonso-Pecchio et al, 2012; Subramanian et al, 2016). All human PanKs experience feedback inhibition by acetyl-CoA and other acyl-CoAs, especially long-chain acyl-CoAs such as palmitoyl-CoA (Subramanian et al, 2016). This would suggest that PanKs would be inhibited when fatty acid pools are high. In the context of the current study, this correlates with the finding that fatty acids tend to accumulate in the fast-growing R cell lines that rather rely on glucose for energy (Fig 2) and which also showed lowered CoA levels (Fig 4).

**Figure 6.**
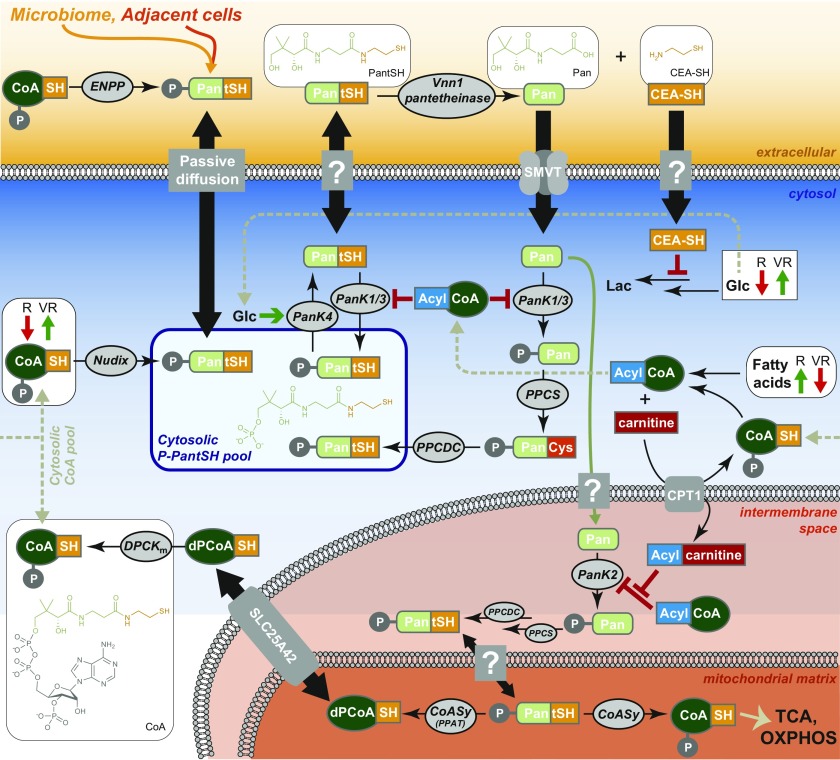
Model of Vnn1-induced metabolic rewiring. The Vnn1 pantetheinase induced in VR cell lines catalyzes the hydrolysis of PantSH to form pantothenate (Pan) and cysteamine (CEA-SH). The Pan enters the cell through the solute multivitamin transporter (SMVT) and is transformed into CoA by the CoA biosynthetic machinery: PanK1β or PanK3, PPCS, PPCDC, and a predicted monofunctional DPCK (DPCK_m_) in the cytosol, and PanK2, PPCS, PPCDC, and the bifunctional CoASy in the mitochondria (the subcellular location of PPCS and PPCDC remains to be confirmed, but independent studies have confirmed that both PanK2 and CoASy localizes to the mitochondria, the latter specifically to the matrix). The SLC25A42 transporter is predicted to link the cytosolic and mitochondrial dPCoA pools; however, its role in intracellular CoA and dPCoA transport is not yet fully understood. In R cell lines, fatty acid levels are increased, leading to the inhibition of the PanKs by acyl-CoAs and a reduction in CoA levels. In VR cells, fatty acid levels are lower, suggesting that they are shuttled to the mitochondria via the carnitine shuttle, of which the first component is carnitine palmitoyltransferase I (CPT1) that forms acylcarnitine in the intermembrane space, where it counteracts the inhibition of PanK2 by acyl-CoAs. The CEA-SH inhibits glycolysis and lactate (Lac) formation, leading to increased glucose (Glc) levels in VR cells; this induces the PanK4-DUF89 phosphatase that dephosphorylates P-PantSH and provides the PantSH used as substrate by Vnn1. The various possible sources of the cytosolic P-PantSH pool are shown and include cytosolic and mitochondrial biosynthesis, degradation by Nudix hydrolases and endonucleotide pyrophosphatases, and production from extracellular sources. Unknown or undefined transport mechanisms are indicated by gray boxes labeled with question marks. Abbreviations not defined in the legend are defined in the main text.

In contrast, the VR cells were found to accumulate glucose (Fig 2). Importantly, the expression of the cytosolic PanK4 isoform can be induced by high levels of glucose in a rat model (Li et al, 2005). PanK4 has no actual PanK activity (because of point mutations of key active site residues) but was recently shown to have a DUF89 phosphatase domain that acts on 4′-phosphopantetheine (PPantSH) to release PantSH, the substrate of Vnn1 pantetheinase (Huang et al, 2016). This would ensure supply of PantSH, which would have to exit the cell by an as yet uncharacterized mechanism, for Vnn1 to act on. The Vnn1-produced pantothenate and cysteamine would then enter the cell again, with the latter causing the observed inhibition of glycolysis and lactate formation (Fig 3) that would further enhance the factors leading to the accumulation of glucose. The pantothenate would feed the CoA biosynthetic pathway in the mitochondria, which is both distinct from and regulated differently from the one operating in the cytosol. Particularly, the mitochondrial PanK2 isoform is activated by palmitoyl carnitine (and likely also other carnitines) (Leonardi et al, 2007), counteracting the inhibition by acyl-CoAs (Fig 6). Although the levels of acyl-carnitine levels were comparable between the various cell lines in this study (not shown), the lower fatty acid levels and increased oxygen consumption of the VR cell lines is indicative of active β-oxidation occurring. Taken together, this would support our conclusion that the expression of Vnn1 leads to a metabolic reorganization that improves mitochondrial fitness through the increase of CoA in mitochondrial stores.

An important question that remains relates to the source of the PPantSH that serves as substrate for the PanK4-DUF89 phosphatase, which then indirectly feeds the extracellular Vnn1 pantetheinase. Although the complexity and interdependence of the various systems make the unequivocal determination of the source of the Vnn1 substrate experimentally challenging, our current knowledge suggest several possibilities. The pool of intracellular PPantSH is produced by several reactions: biosynthetically by the action of phosphopantothenoylcysteine synthetase (PPCS) and decarboxylase (PPCDC) on 4′-phosphopantothenate (PPan), the product of PanK, or through degradation of CoA by Nudix hydrolases (Strauss, 2010) (Fig 6). However, both these sources are unlikely, as using PPantSH in this manner would result in a futile cycle of biosynthesis and degradation.

Recent findings have suggested that the cytosolic and mitochondrial CoA pools are formed and maintained distinctly (Pietrocola et al, 2015). Specifically, mitochondrial CoA is formed from PPantSH by the CoA synthase (CoASy)—a bifunctional protein with both phosphopantetheine adenylyltransferase and dephospho-CoA kinase (DPCK) activities—that has been shown by two independent studies to be localized in the mitochondrial matrix (Rhee et al, 2013; Dusi et al, 2014). In contrast, CoA in the cytosol of Drosophila has been proposed to be derived from a separate predicted monofunctional DPCK (Vozza et al, 2017) acting on mitochondrial dephospho-CoA (dPCoA) exported by the SLC25A42 transporter (Fiermonte et al, 2009) (Fig 6). Although it is not yet certain if the latter also occurs in humans and the proposed strict subcellular compartmentalization of the CoA pools needs further experimental verification, the model as shown in Fig 6 would provide a mechanism whereby cytosolic PPantSH is able to feed Vnn1, while still allowing for mitochondrial CoA pools to be maintained.

However, it is more likely that the PPantSH that indirectly supplies Vnn1 is obtained from extracellular sources. Specifically, endonucleotide pyrophosphatases degrade extracellular CoA to form PPantSH, whereas there is some evidence that it is also excreted by certain bacteria (Jackowski & Rock, 1984). Coupled with the recent finding that extracellular PPantSH is relatively stable and is able to cross cell membranes in an unassisted manner (Srinivasan et al, 2015), this suggests that the microbiome could be a significant source of PPantSH. Such a conclusion would be in agreement with recent studies that highlighted the metabolic consequences of the close association of tumor and microbial cells (Bullman et al, 2017; Geller et al, 2017).

The cysteamine released by Vnn1 pantetheinase limits glycolysis and lactate formation, antagonizing the Warburg effect and thereby limiting cell growth while enhancing tumor cell differentiation and innate immune cell activation (Fig 2). It has long been known that sufficient ATP levels antagonize the rate-limiting phosphofructokinase-dependent step of glycolysis. Cysteamine, in redox equilibrium with cystamine (its disulfide), has been proposed to regulate biological functions through formation of mixed disulfides with enzymes (Martin et al, 2004; Naquet et al, 2014) or amino acids favoring the conversion of cystine into cysteine in cells (Elmonem et al, 2016). More specifically, it was shown using recombinant proteins that the catalytic activity of four glycolytic enzymes (hexokinase, phosphofructokinase, glucose-3-phosphate dehydrogenase, and pyruvate kinase) was reversibly inhibited by cystamine thiolation, whereas the same process activated the neoglucogenic 1,6-bisphosphatase (Terada et al, 1994). Taken together, these results suggest that cystamine could moderate glycolysis while favoring neoglucogenesis, synergizing with the ATP-mediated inhibition of glycolysis and further contributing to the reduction of the Warburg effect (Lu et al, 2015). Indirect regulation, for example, through the effect of cysteamine on transcriptional regulators, should therefore also be studied.

Taken together, the combination of the cysteamine and pantothenate-mediated effects is able to explain the rewiring imposed by Vnn1 expression on tumors, a process that cannot be recapitulated by the individual metabolites. In the STS model, lack of Vnn1 leads to the development of undifferentiated aggressive glycolytic tumors. These metabolic transitions are controlled by local cues and oncogenic drivers. It was shown that titrating the amount of Kras copy number defines metabolic reprogramming and therapeutic susceptibility (Kerr et al, 2016). This suggests that tumor cells calibrate their response to quantitative variations of cell-intrinsic or external factors and remain susceptible to modulation. Antagonizing the Warburg effect is, therefore, an attractive strategy to limit tumor growth, as documented by the impact of the metastasis suppressor KISS1 gene that enhances mitochondrial biogenesis and OXPHOS (Chen, 2012; Liu et al, 2013). Here, we demonstrate that this can be achieved by regulating the level of pantetheinase activity in tumors, therefore representing a new strategy to skew the tumor metabolic profile and limit its growth potential.

## Materials and Methods

### Mice

The *Ink4a/Arf* (p16/p19)-deficient mice were obtained from AM Schmitt-Verhulst (Huijbers et al, 2006). Vnn1^−/−^, p16/19^−/−^, and p16/p19/Vnn1^−/−^ C57BL/6 mice were backcrossed for more than 15 generations on the C57BL/6 mouse background, genotyped for p16, p19, and Vnn1 deficiency as described (Pitari et al, 2000; Huijbers et al, 2006), fed on normal chow diet and maintained under specific pathogen-free conditions at the CIML facility. Experiments were performed on female and male mice and in accordance with institutional guidelines for animal care and use. This experimental design was authorized by the Ethical Committee for Animal Experimentation (no. 02820.03) (APAFIS 5875-2015061516136757-V3). The nude mice were maintained by Janvier, and experiments were carried out on female mice.

### Retroviral vectors

Human H-RasV12 fused in the N terminus with GFP (GFP/H-rasV12) inserted downstream of the intronic ribosomal entry site (IRES) sequence of the pQXCIX retroviral vector (Clontech) using the InFusion kit (Clontech). The mouse Vnn1 or catalytically deficient Vnn1dCr (Rommelaere et al, 2013a) sequences were inserted in the multiple cloning site downstream of the cytomegalovirus promoter. Three vectors described in Fig S1B were generated: pQCXIX-GFP/H-RasV12 (RasV12 or R), pQCXIX-Vnn1-IRES-GFP/H-RasV12 (Vnn1 RasV12 or VR), and pQCXIX-Vnn1dCr-IRES-GFP/H-RasV12 (Vnn1dCrRasV12 or VdR). p16/p19/Vnn1^−/−^ cells were then infected with retroviral particles obtained by the transfection of φNXe cells (American Tissue Culture Collection) with lipofectamine (Life Technologies)-containing retroviral vectors. Viral supernatants were collected 2 d later. For transformation, p16/p19 KO cells were seeded in 6-well plates and infected by a double 2 h-spinoculation with 8 μg/ml polybrene (Sigma-Aldrich).

### Pantetheinase activity

Pantetheinase activity was measured with the pantothenate-7-amino-4-methylcoumarin substrate (Ruan et al, 2010). Cultured cells (4 × 10^5^) were lysed in 100 μl of PBS, 0.1% deoxycholate in the presence of protease inhibitor (Roche). Tissues were disrupted and lysed with a homogenizer in the same solution. After centrifugation at 10,000 *g* for 10 min, total protein concentration was measured in the supernatants using the BCA reagent (Pierce Thermo Scientific). Pantetheinase activity was measured by incubating 20–50 μg of total proteins in a final volume of 200 μl phosphate buffer (pH 8) containing 0.01% BSA, 1% DMSO, and 0.0025% Brij 35, 500 μM DTT for 10 min at RT before addition of 20 μM pantothenate-7-amino-4-methylcoumarin. The appearance of AMC was followed during the first 60 min of the reaction by scoring fluorescent signals at 355 nM using a fluorimeter (Tecan) and the slope corresponding to the production rate of the product of the reaction directly reflects the level of enzymatic activity.

### Cells

Aortic fibroblasts from p16/p19/Vnn1^−/−^ mice were generated as described (Ray et al, 2001). Briefly, cells were isolated by enzymatic digestion with Collagenase P at 2 mg/ml (Roche) in DMEMF12 for 3 h and cultured in DMEMF12 supplemented with 10% FBS, 100 units/ml penicillin, 100 μg/ml streptomycin, 2 mM of L-glutamine, and 1 mM sodium pyruvate. We derived several myofibroblast cell lines from p16p19Vnn1^−/−^ mice which upon transformation with an oncogenic Ras and transplantation in mice, grew as sarcomas within a few weeks. These lines called J2A, I1, and H1 were used indifferently in most experiments. For the quantification of population doubling time, 3 × 10^5^ cells were seeded at low density in 12-well plate. Every 3 d, the cells were harvested with trypsin and counted with a cell counter (CASY). The curve shows the absolute cell numbers obtained on day 6, 12, and 18 of the culture, reset at 3 × 10^5^ cells to the number of seeded cells (cell population fold increase). A batch of vials frozen at early passages was used for experiments to avoid tumor drift due to genetic instability and variant selection. Furthermore, the cells were systematically checked by flow cytometry to score RasGFP and Vnn1 levels and used when these levels were of comparable intensity (Fig S1C).

### Tumor grafts

2 × 10^6^ transformed cells with plasmids containing RasV12 (R) or Vnn1 RasV12 (VR) or Vnn1 deficient for catalytically active pantetheinase (dCr) RasV12 (VdR) were subcutaneously injected in the back of anesthetized (MiniTAG apparatus; Tem Sega) nude mice in 100 μl of PBS. C57BL/6 mice were irradiated at 4 Gy (RS2000 X-Ray irradiator) to transiently deplete peripheral lymphocytes and facilitate engraftment 1 d later. For chimeric R/VR grafts, 2 × 10^6^ R cells was injected either alone or complemented with VR cells at a 10% VR/R ratio, checked by flow cytometry before injection. When indicated, pharmacological compounds (Sigma-Aldrich) were administered intraperitoneally 2 d after grafting, and then every 2 d at a dose of 120 mg/kg for cysteamine HCl, 500 mg/kg for pantothenate, and 1 g/kg for pantethine. Tumor growth was quantified on anesthetized mice by measuring the length (L) and width (W) of the tumor mass and extrapolating its volume using the following formula: (L × W^2^)/2. A precise quantification was systematically performed at the time of harvest on dissected tumors. Mice were sacrificed when tumor size reached a maximum of around 400 mm^3^. The statistical analysis of tumor growth was performed using a two-way ANOVA or multiple *t* tests.

### Tumor dissociation

Cell suspensions were prepared using the Miltenyi Biotech tumor dissociation kit. Briefly, the tumor tissue was enzymatically digested in a GentleMACS Octo Dissociator. The samples were filtered through a Cell Strainer (Becton Dickinson) to remove cell clumps. Immunocytes were depleted using an AutoMACS separator after labeling with mouse CD45 MicroBeads. The samples were analyzed on an LSR II UV or Canto II cytometer (BD Biosciences) equipped with a Diva software.

### Anatomopathology and histochemistry

All tumors were fixed in 10% buffered formalin (pH 7.4) and paraffin-embedded. The sections were analyzed blindly by a veterinary anatomopathologist. Histological grading was performed as published (Coindre, 2006) taking into account the histological scoring (1: sarcomas closely resembling normal adult mesenchymal tissue; 2: sarcomas for which histologic typing is certain; and 3: embryonal and undifferentiated sarcomas, sarcomas of doubtful type), mitotic count (1: 0–9 mitoses; 2: 10–19 mitoses; and 3: >20 mitoses per 10 high power field), and necrosis score (0: none; 1: <50% necrosis; and 2: >50 necrosis). The final grade is defined by adding scores (grade 1: total score 2, 3; grade 2: total score 4, 5; and grade 3: total score 6, 7, 8). For collagen quantification, tissues were stained with Masson Trichrome (blue/green) and counterstained with hematoxylin (purple). For immunohistochemistry staining of mitochondria, paraformaldehyde-fixed sections were subjected to heat-induced epitope retrieval in citrate buffer (pH 6) by boiling at 98°C in a water bath for 20 min, and subsequent cooling to RT for 20 min. Briefly, the endogenous peroxidase activity was blocked with 3% H_2_O_2_ in distilled water for 10 min. Then, the sections were incubated for 1 h at RT with a rabbit anti-Tom20 Ab diluted at 1/100. Excess primary Ab was removed three times by washing in PBS for 5 min before incubating with a specific anti-rabbit HRP Ab (Vector kit impress HRP reagent kit ref: MP-7401) at RT for 30 min. The secondary Ab was washed three times in PBS for 5 min before the DAB solution (Vector: peroxidase substrate kit DAB ref: SK-4100) was applied to the sections and incubated at RT for 5 min. The sections were counterstained with Mayer's hematoxylin and mounted with Entellan and examined under microscope (Nikon).

### Flow cytometry

For induction of Vnn1 expression by myofibroblast cell lines, 1 μg poly(I:C) was transfected using lipofectamin, whereas thapsigargin (50 nM) and antimycin A (50 μM) for ER or mitochondrial stress inducers, respectively, were added to the cultures 24 h before flow cytometry analysis (Canto II; Becton Dickinson) using the 407 anti-Vnn1 mAb (Aurrand-Lions et al, 1996) coupled to iFluor 633 (ReadiLink Antibody Labeling kit; AAT Bioquest). Expression of H-RasV12 was controlled by quantifying the level of GFP fluorescence (for H-RasV12).

### Electron microscopy analysis

Samples were prepared using the NCMIR protocol for serial block-face scanning electron microscopy (West et al, 2010). 70-nm ultrathin sections were performed on a Leica UCT Ultramicrotome (Leica) and deposited on formvar-coated slot grids. The grids were observed in an FEI Tecnai G2 at 200 KeV, and acquisition was performed on a Veleta camera (Olympus). Quantification of mitochondrial size was performed by measuring with Image J the area occupied by all mitochondria divided by the number of mitochondria identified in each cytosol. This experiment was performed for R and VR cell lines and tumors (n = 20 cells per condition).

### qRT–PCR analyses and transcriptomic analysis

Total mRNA from tissues or cells was purified using the RNeasy Mini Kit (Qiagen). For qRT–PCR analysis, 0.5–1 μg RNA was reverse transcribed with the SuperScript II RT kit (Life Technologies). Amplification was performed on a 7500 Fast Real Time PCR system (Applied Biosystems) using SYBR green Master Mix (Takara) and specific primer pairs (Table S1). Expression levels were normalized to the control gene hypoxanthine phosphoribosyl transferase. Statistical analysis of gene expression was performed with a *t* or ANOVA test. For transcriptomic analysis, mRNAs were extracted from four independent R, VdR, or VR J2A tumor samples harvested on day 21, quality checked using a Bioanalyser (Agilent) and sent to the “Plate-Forme Biopuces et séquençage” of Institut de Génétique et de Biologie Moléculaire et Cellulaire (Illkirch) for analysis using affy_mogene_1_0_st_v1 arrays. Raw and robust multichip average-normalized data have been deposited on GEO database under reference GSE107686. Enrichment analyses based on pairwise comparisons were performed using the BubbleGUM software (http://www.ciml.univ-mrs.fr/applications/BubbleGUM/index.html) which permits to perform high-throughput GSEA (Spinelli et al, 2015).

Table S1 List of primers used for qRT–PCR analysis.

### Seahorse analysis

ECAR and OCR were measured using a Seahorse XF-24 Metabolic Flux Analyzer. Myofibroblasts cell lines were seeded at 2 × 10^4^ cells/well on Seahorse XF24 V7 multi-well plates for 16 h at 37°C in 10% CO_2_. For the ECAR assay, 1 h before measurement, cell culture medium was replaced with DMEM (0 mM glucose) supplemented with 2 mM glutamine and incubated at 37°C in a non-CO_2_ incubator. Cysteamine (500 μM) was added as indicated at this phase of treatment. ECAR was measured under basal conditions and after sequential addition of 10 mM glucose, 1 μM oligomycin, and 100 mM of 2-deoxyglucose. To record mitochondrial activity, the same assay medium was used supplemented with 1 mM sodium pyruvate and 10 mM glucose. OCR was measured before and after sequential injections of 1 μM oligomycin, 1 μM (carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone) FCCP, and 0.5 μM of antimycin A/rotenone. ECAR and OCR data were normalized to cell numbers using a cell titration curve quantified by crystal violet staining.

### LC-MS and NMR-based metabolomics

For both analyses, technical details for metabolite extraction are provided in supplementary information. Annotation was performed by matching exact mass to publicly available databases and from plausible biological context. The resulting matrix was curated from unannotated peaks and used for further statistical analysis. Metabolites identified by LC-MS analysis were grouped into metabolic function performed on the ground of literature data (Tables S2 and S3).

Table S2 PLS-DA analysis: Results expressed as a score from the multi-block PLS-DA analysis derived from the metabolomics profiling of 91 metabolites identified from tumor masses and classified in appropriate metabolic pathways.

Table S3 Statistical test of the pathway analysis.

#### LC-MS

Frozen tumor tissue samples were lyophilized during 20 h in a PowerDry LL3000 Freeze Drier. 10 mg of dried tissue was milled in a fine powder in a FastPrep-24 homogenizer. Metabolites were extracted in 1.5 ml of a mixture of ice-cold acetonitrile (ACN):milliQ water (1:1). The samples were vortexed for 30 s, sonicated for 10 min at 4°C in a Diagenode's Bioruptor Pico, and centrifuged at 10,000 *g* at 4°C for 5 min. Supernatants were stored at −80°C until evaporation for analysis. Metabolomic analysis was performed on a Dionex 3000 LC system, hyphenated through an ESI source to a Brüker Impact QTOF mass spectrometer.

The analyses were performed sequentially, both in positive and negative ionization mode to extend metabolome coverage. HILIC LC-MS analysis was performed using a Merck polymeric bead–based ZIC-pHILIC column (150 mm × 2.1 mm × 5 μm, 2A) with a gradient elution of ACN containing 0.1% formic acid and water containing 16 mM ammonium formate at 250 μl/min flow rate and a column temperature of 25°C. The injection volume was 5 μl. The LC conditions were as follows: solvent A—16 mM ammonium formate in water, solvent B—0.1% formic acid in ACN, solvent B 97% for 2 min, then B to 70% in 8 min, then B to 10% in 5 min, held 2 min, then back to B 97% in 1 min, and held 4 min, vials tray 4°C. For the MS settings, the capillary voltage was set at 3,500 V (positive mode), and the nebulizing parameters were set as follows: nebulizing gas (N_2_) pressure at 50.8 psi, drying gas (N_2_) flow at 12 liters/min, and drying temperature at 200°C. Mass spectra were recorded from *m*/*z* 50 to 1,200. After acquisition, raw data files were converted into mzXML before or to XCMS processing to generate a data matrix of deconvoluted ions with their intensity, m/z, and retention times (Martin et al, 2015). LC-MS analytical drift was corrected using the method described by Van der Kloet (van der Kloet et al, 2009). The LC-MS metabolomics profiling identified 91 metabolites which were sorted into discrete pathways (Table S2) based on data in the literature, and a numerical score was calculated for each pathway by multi-bloc analysis (Table S3). Each block was then analyzed as a separate variable. Pantothenate measurement was at the limit of detection in our LC-MS analysis preventing a robust statistical analysis.

#### NMR

For each sample, about 15 mg of thawed tissue was placed into a 30-ml disposable insert in which 10 ml of D_2_O was added. The disposable insert was then introduced into a 4-mm ZrO_2_ HRMAS rotor before NMR analysis. The NMR experiments were recorded on a Bruker Avance III spectrometer equipped with a ^1^H/^13^C/^31^P HRMAS probe and operating at 400 MHz and 100 MHz for ^1^H and ^13^C, respectively. All the spectra were recorded at a spinning rate of 4,000 Hz and a temperature of 277 K. For each sample, the ^1^H HRMAS NMR spectrum was acquired using the Carr-Purcell-Meiboom-Gill NMR sequence, preceded by a water presaturation pulse during relaxation time of 2 s. This sequence enabled us to reduce the macromolecule and lipid signal intensities using a T2 filter of 50 ms synchronized with the rotor rotation speed. For each spectrum, 128 free induction decays of 16,384 data points were collected using 8,000 Hz of spectral window. The free induction decays were multiplied by an exponential weighting function corresponding to a line broadening of 0.3 Hz and zero-filled before Fourier transformation. The calibration on the alanine doublet (δ = 1.47 ppm) and the phase and baseline corrections and the alignment of shifted signals were performed using NMRprocflow online software (Jacob et al, 2017). The identification of the NMR signals was carried out using ^1^H-^1^H TOCSY, ^1^H-^13^C HSQC NMR experiments, online databases (Human Metabolome Database [Wishart et al, 2013]) and literature (Nicholson et al, 1995). Each spectrum was divided into 0.005-ppm-width integrated buckets and normalized to total spectrum intensity after removing the pre-saturated water signal region (4.85–5.10 ppm) using NMRprocflow software to create the dataset matrix. The water region must be removed because of inconsistent signal suppression. The data matrix was then exported to the software Simca-P v14 (Umetrics) for statistical analysis.

### Lactate quantification

Lactate concentrations were quantified according to the manufacturer's protocols (Sigma-Aldrich). Briefly, tissues were homogenized in four volumes of lactate assay buffer and centrifuged at 13,000 *g* for 10 min to remove insoluble material. Samples were deproteinized with a 10-kD molecular weight cut-off spin filter. A master reaction mix containing 46 μl lactate assay buffer, 2 μl lactate enzyme mix, and 2 μl lactate probe was added on 50 μl sample solution. Reactions were incubated at RT for 30 min and sample absorbance measured at 570 nm on a microplate reader.

### CoA quantification

Quantification of CoA was performed as described (Goosen & Strauss, 2017). Tissue extracts were prepared following a modification of a protocol described (Siudeja et al, 2011). Tumors were lyophilized for 20 h and then homogenized. 10 mg of dry tissue were resuspended, mixed, and vortexed in 300 μl of ice-cold extraction solution consisting of 50% ACN and 50% water. Then 450 μl of 100% ACN and 37.5 μl of 2 M formic acid was added to obtain a 80% ACN 0.1 M formic acid final solution. The samples were sonicated for 10 min at 4°C (10 cycles of 30 s ON/30 s OFF) to complete tissue lysis and metabolite extraction. Cell debris were removed by centrifugation at 10,000 *g* for 15 min at 4°C. The supernatant (about 700 μl) was then filtered by centrifugation through Nanosep 3K membrane filtration tubes for 10 min at 10,000 *g*. 223 μl of the filtered extract was neutralized with 70 μl Tris buffer (500 mM, pH 7.6) and 328.1 μl of water. The disulfides were reduced by addition of 47.3 μl of 1 mM tris(2-carboxyethyl)phosphine. After 10 min, 31.5 μl of *N*-[4-(7-diethylamino-4-methyl-3-coumarinyl)phenyl]maleimide (10 mM in 100% ACN) was added to bring the total volume to 700 μl. The samples were subsequently lyophilized before shipment for analysis; upon arrival, lyophilized samples were reconstituted in 50% aqueous ACN before HPLC analysis.

### Biological resources are structured by the clinical departments in various databases

Conticabase tumor bank (conticabase.org) for soft tissue and visceral sarcoma includes n = 15,808 samples with clinical annotations and follow-up (https://conticabase.sarcomabcb.org/). The analysis of gene expression was conducted on selected samples of this database; data and methods are accessible online on atg-sarc.sarcomabcb.org.

### Statistical analysis

Analysis was performed on the GraphPad Prism 7.03 software. Values are represented with standard deviations or minimum to maximum plots. We used ANOVA, and *t* and log rank tests for tumor size evaluation and survival curves, respectively. For metabolomics analysis, partial least squares-discriminant analysis, a supervised statistical method that attempts to separate the three groups of samples by regressing on a so-called dummy y-vector consisting of the class codes, was used for classification purposes. All experiments performed are recapitulated in Table S4.

Table S4 Recapitulation of experiments performed.

## Supplementary Information

Supplementary Information is available at https://doi.org/10.26508/lsa.201800073.

## Supplementary Material

Reviewer comments

## References

[bib1] Alfonso-PecchioA, GarciaM, LeonardiR, JackowskiS (2012) Compartmentalization of mammalian pantothenate kinases. PLoS One 7: e49509 10.1371/journal.pone.004950923152917PMC3496714

[bib2] Aurrand-LionsM, GallandF, BazinH, ZakharyevVM, ImhofBA, NaquetP (1996) Vanin-1, a novel GPI-linked perivascular molecule involved in thymus homing. Immunity 5: 391–405. 10.1016/s1074-7613(00)80496-38934567

[bib3] BerruyerC, PouyetL, MilletV, MartinFM, LeGofficA, CanoniciA, GarciaS, BagnisC, NaquetP, GallandF (2006) Vanin-1 licenses inflammatory mediator production by gut epithelial cells and controls colitis by antagonizing peroxisome proliferator-activated receptor gamma activity. J Exp Med 203: 2817–2827. 10.1084/jem.2006164017145956PMC2118186

[bib4] BullmanS, PedamalluCS, SicinskaE, ClancyTE, ZhangX, CaiD, NeubergD, HuangK, GuevaraF, NelsonT, (2017) Analysis of Fusobacterium persistence and antibiotic response in colorectal cancer. Science 358: 1443–1448. 10.1126/science.aal524029170280PMC5823247

[bib5] BustosG, CruzP, LovyA, CardenasC (2017) Endoplasmic reticulum-mitochondria calcium communication and the regulation of mitochondrial metabolism in cancer: A novel potential target. Front Oncol 7: 199 10.3389/fonc.2017.0019928944215PMC5596064

[bib6] BuzattoAZ, de Oliveira SilvaM, PoppiRJ, SimionatoAVC (2017) Assessment of nucleosides as putative tumor biomarkers in prostate cancer screening by CE-UV. Anal Bioanal Chem 409: 3289–3297. 10.1007/s00216-017-0297-728343345

[bib7] CasazzaA, Di ConzaG, WenesM, FinisguerraV, DeschoemaekerS, MazzoneM (2014) Tumor stroma: A complexity dictated by the hypoxic tumor microenvironment. Oncogene 33: 1743–1754. 10.1038/onc.2013.12123604130

[bib8] ChangCH, QiuJ, O’SullivanD, BuckMD, NoguchiT, CurtisJD, ChenQ, GindinM, GubinMM, van der WindtGJ, (2015) Metabolic competition in the tumor microenvironment is a driver of cancer progression. Cell 162: 1229–1241. 10.1016/j.cell.2015.08.01626321679PMC4864363

[bib9] ChenEI (2012) Mitochondrial dysfunction and cancer metastasis. J Bioenerg Biomembr 44: 619–622. 10.1007/s10863-012-9465-922892817

[bib10] ChibonF, LagardeP, SalasS, PerotG, BrousteV, TirodeF, LucchesiC, de ReyniesA, KauffmannA, BuiB, (2010) Validated prediction of clinical outcome in sarcomas and multiple types of cancer on the basis of a gene expression signature related to genome complexity. Nature Med 16: 781–787. 10.1038/nm.217420581836

[bib11] CoindreJM (2006) Grading of soft tissue sarcomas: Review and update. Arch Pathol Lab Med 130: 1448–1453. 10.1043/1543-2165(2006)130[1448:GOSTSR]2.0.CO;217090186

[bib12] ColegioOR, ChuNQ, SzaboAL, ChuT, RhebergenAM, JairamV, CyrusN, BrokowskiCE, EisenbarthSC, PhillipsGM, (2014) Functional polarization of tumour-associated macrophages by tumour-derived lactic acid. Nature 513: 559–563. 10.1038/nature1349025043024PMC4301845

[bib13] DammanahalliKJ, StevensS, TerkeltaubR (2012) Vanin-1 pantetheinase drives smooth muscle cell activation in post-arterial injury neointimal hyperplasia. PLoS One 7: e39106 10.1371/journal.pone.003910622720042PMC3374784

[bib14] Di VirgilioF, AdinolfiE (2017) Extracellular purines, purinergic receptors and tumor growth. Oncogene 36: 293–303. 10.1038/onc.2016.20627321181PMC5269532

[bib15] DusiS, VallettaL, HaackTB, TsuchiyaY, VencoP, PasqualatoS, GoffriniP, TiganoM, DemchenkoN, WielandT, (2014) Exome sequence reveals mutations in CoA synthase as a cause of neurodegeneration with brain iron accumulation. Am J Hum Genet 94: 11–22. 10.1016/j.ajhg.2013.11.00824360804PMC3882905

[bib16] DvorakHF (1986) Tumors: Wounds that do not heal. Similarities between tumor stroma generation and wound healing. N Engl J Med 315: 1650–1659. 10.1056/NEJM1986122531526063537791

[bib17] ElmonemMA, VeysKR, SolimanNA, van DyckM, van den HeuvelLP, LevtchenkoE (2016) Cystinosis: A review. Orphanet J Rare Dis 11: 47 10.1186/s13023-016-0426-y27102039PMC4841061

[bib18] FerreiraDW, GoedkenMJ, RommelaereS, ChassonL, GallandF, NaquetP, ManautouJE (2016) Enhanced hepatotoxicity by acetaminophen in Vanin-1 knockout mice is associated with deficient proliferative and immune responses. Biochim Biophys Acta 1862: 662–669. 10.1016/j.bbadis.2016.02.00126850476PMC4788548

[bib19] FiermonteG, ParadiesE, TodiscoS, MarobbioCM, PalmieriF (2009) A novel member of solute carrier family 25 (SLC25A42) is a transporter of coenzyme A and adenosine 3′,5′-diphosphate in human mitochondria. J Biol Chem 284: 18152–18159. 10.1074/jbc.m109.01411819429682PMC2709381

[bib20] FouadYA, AaneiC (2017) Revisiting the hallmarks of cancer. Am J Cancer Res 7: 1016–1036.28560055PMC5446472

[bib21] GalluzziL, KeppO, Vander HeidenMG, KroemerG (2013) Metabolic targets for cancer therapy. Nat Rev Drug Discov 12: 829–846. 10.1038/nrd414524113830

[bib22] GellerLT, Barzily-RokniM, DaninoT, JonasOH, ShentalN, NejmanD, GavertN, ZwangY, CooperZA, SheeK (2017) Potential role of intratumor bacteria in mediating tumor resistance to the chemotherapeutic drug gemcitabine. Science 357: 1156–1160. 10.1126/science.aah504328912244PMC5727343

[bib23] GiangAH, RaymondT, BrookesP, de Mesy BentleyK, SchwarzE, O'KeefeR, EliseevR (2013) Mitochondrial dysfunction and permeability transition in osteosarcoma cells showing the Warburg effect. J Biol Chem 288: 33303–33311. 10.1074/jbc.m113.50712924100035PMC3829176

[bib24] GoosenR, StraussE (2017) Simultaneous quantification of coenzyme A and its salvage pathway intermediates in in vitro and whole cell-sourced samples. RSC Advances 7: 19717–19724. 10.1039/c7ra00192d

[bib25] HuangL, KhusnutdinovaA, NocekB, BrownG, XuX, CuiH, PetitP, FlickR, ZallotR, BalmantK, (2016) A family of metal-dependent phosphatases implicated in metabolite damage-control. Nat Chem Biol 12: 621–627. 10.1038/nchembio.210827322068PMC7001580

[bib26] HuijbersIJ, KrimpenfortP, ChomezP, van der ValkMA, SongJY, Inderberg-SusoEM, Schmitt-VerhulstAM, BernsA, Van den EyndeBJ (2006) An inducible mouse model of melanoma expressing a defined tumor antigen. Cancer Res 66: 3278–3286. 10.1158/0008-5472.can-05-321616540681

[bib27] JackowskiS, RockCO (1984) Metabolism of 4'-phosphopantetheine in Escherichia coli. J Bacteriol 158: 115–120.637095210.1128/jb.158.1.115-120.1984PMC215387

[bib28] JacobD, DebordeC, LefebvreM, MaucourtM, MoingA (2017) NMRProcFlow: A graphical and interactive tool dedicated to 1D spectra processing for NMR-based metabolomics. Metabolomics 13: 36 10.1007/s11306-017-1178-y28261014PMC5313591

[bib29] KavianN, MarutW, ServettazA, NiccoC, ChereauC, LemarechalH, GuilpainP, ChiminiG, GallandF, WeillB, (2015) Pantethine prevents murine systemic sclerosis through the inhibition of microparticle shedding. Arthritis Rheumatol 67: 1881–1890. 10.1002/art.3912125776044

[bib30] KavianN, MehlalS, MarutW, ServettazA, GiessnerC, BourgesC, NiccoC, ChereauC, LemarechalH, DutilhMF, (2016) Imbalance of the Vanin-1 pathway in systemic sclerosis. J Immunol 197: 3326–3335. 10.4049/jimmunol.150251127647831

[bib31] KerrEM, GaudeE, TurrellFK, FrezzaC, MartinsCP (2016) Mutant Kras copy number defines metabolic reprogramming and therapeutic susceptibilities. Nature 531: 110–113. 10.1038/nature1696726909577PMC4780242

[bib32] LeonardiR, RockCO, JackowskiS, ZhangYM (2007) Activation of human mitochondrial pantothenate kinase 2 by palmitoylcarnitine. Proc Natl Acad Sci USA 104: 1494–1499. 10.1073/pnas.060762110417242360PMC1785270

[bib33] LiY, ChangY, ZhangL, FengQ, LiuZ, ZhangY, ZuoJ, MengY, FangF (2005) High glucose upregulates pantothenate kinase 4 (PanK4) and thus affects M2-type pyruvate kinase (Pkm2). Mol Cell Biochem 277: 117–125. 10.1007/s11010-005-5535-116132722

[bib34] LisantiMP, Martinez-OutschoornUE, SotgiaF (2013) Oncogenes induce the cancer-associated fibroblast phenotype: Metabolic symbiosis and "fibroblast addiction" are new therapeutic targets for drug discovery. Cell Cycle 12: 2723–2732. 10.4161/cc.2569523860382PMC3899185

[bib35] LiuW, BeckBH, VaidyaKS, NashKT, DiersAR, FeeleyKP, LandarA, BallingerSW, WelchDR (2013) The KISS1 metastasis suppressor appears to reverse the Warburg effect by enhancing mitochondria biogenesis. Cancer Res 74: 954–963. 10.1158/0008-5472.CAN-13-1183.24351292PMC3946400

[bib36] LuJR, TanM, CaiQS (2015) The Warburg effect in tumor progression: Mitochondrial oxidative metabolism as an anti-metastasis mechanism. Cancer Lett 356: 156–164. 10.1016/j.canlet.2014.04.00124732809PMC4195816

[bib37] MarasB, BarraD, DupreS, PitariG (1999) Is pantetheinase the actual identity of mouse and human vanin-1 proteins? FEBS Lett 461: 149–152. 10.1016/s0014-5793(99)01439-810567687

[bib38] MartinF, PenetMF, MalergueF, LepidiH, DesseinA, GallandF, de ReggiM, NaquetP, GharibB (2004) Vanin-1(-/-) mice show decreased NSAID- and Schistosoma-induced intestinal inflammation associated with higher glutathione stores. J Clin Invest 113: 591–597. 10.1172/jci20041955714966568PMC338265

[bib39] MartinJC, MaillotM, MazerollesG, VerduA, LyanB, MigneC, DefoortC, CanletC, JunotC, GuillouC (2015) Can we trust untargeted metabolomics? Results of the metabo-ring initiative, a large-scale, multi-instrument inter-laboratory study. Metabolomics 11: 807–821. 10.1007/s11306-014-0740-026109925PMC4475541

[bib40] MimmiMC, FinatoN, PizzolatoG, BeltramiCA, FogolariF, CorazzaA, EspositoG (2013) Absolute quantification of choline-related biomarkers in breast cancer biopsies by liquid chromatography electrospray ionization mass spectrometry. Anal Cell Pathol (Amst) 36: 71–83. 10.1155/2013/23261524036926PMC4605703

[bib41] MullenAR, WheatonWW, JinES, ChenPH, SullivanLB, ChengT, YangYF, LinehanWM, ChandelNS, DeBerardinisRJ (2012) Reductive carboxylation supports growth in tumour cells with defective mitochondria. Nature 481: 385–U171. 10.1038/nature10642PMC326211722101431

[bib42] NaquetP, PitariG, DupreS, GallandF (2014) Role of the Vnn1 pantetheinase in tissue tolerance to stress. Biochem Soc Trans 42: 1094–1100. 10.1042/bst2014009225110008

[bib43] NicholsonJK, FoxallPJ, SpraulM, FarrantRD, LindonJC (1995) 750 MHz 1H and 1H-13C NMR spectroscopy of human blood plasma. Anal Chem 67: 793–811. 10.1021/ac00101a0047762816

[bib44] PenetMF, Abou-HamdanM, ColtelN, CornilleE, GrauGE, de ReggiM, GharibB (2008) Protection against cerebral malaria by the low-molecular-weight thiol pantethine. Proc Natl Acad Sci USA 105: 1321–1326. 10.1073/pnas.070686710518195363PMC2234136

[bib45] PietrocolaF, GalluzziL, Bravo-San PedroJM, MadeoF, KroemerG (2015) Acetyl coenzyme A: A central metabolite and second messenger. Cell Metab 21: 805–821. 10.1016/j.cmet.2015.05.01426039447

[bib46] PitariG, MalergueF, MartinF, PhilippeJM, MassucciMT, ChabretC, MarasB, DupreS, NaquetP, GallandF (2000) Pantetheinase activity of membrane-bound Vanin-1: Lack of free cysteamine in tissues of Vanin-1 deficient mice. FEBS Lett 483: 149–154. 10.1016/s0014-5793(00)02110-411042271

[bib47] RayJL, LeachR, HerbertJM, BensonM (2001) Isolation of vascular smooth muscle cells from a single murine aorta. Methods Cell Sci 23: 185–188.1248632810.1023/a:1016357510143

[bib48] RheeHW, ZouP, UdeshiND, MartellJD, MoothaVK, CarrSA, TingAY (2013) Proteomic mapping of mitochondria in living cells via spatially restricted enzymatic tagging. Science 339: 1328–1331. 10.1126/science.123059323371551PMC3916822

[bib49] RommelaereS, MilletV, GensollenT, BourgesC, EeckhouteJ, HennuyerN, BaugeE, ChassonL, CacciatoreI, StaelsB, (2013a) PPARalpha regulates the production of serum Vanin-1 by liver. FEBS Lett 587: 3742–3748. 10.1016/j.febslet.2013.09.04624140347

[bib50] RommelaereS, MilletV, GensollenT, BourgesC, EeckhouteJ, HennuyerN, BaugeE, ChassonL, CacciatoreI, StaelsB, (2013b) PPARalpha regulates the production of serum Vanin-1 by liver. FEBS Lett 587: 3742–3748. 10.1016/j.febslet.2013.09.04624140347

[bib51] RuanBH, ColeDC, WuP, QuaziA, PageK, WrightJF, HuangN, StockJR, NockaK, AulabaughA, (2010) A fluorescent assay suitable for inhibitor screening and vanin tissue quantification. Analyt Biochem 399: 284–292. 10.1016/j.ab.2009.12.01020018163

[bib52] ShapovalovY, HoffmanD, ZuchD, de Mesy BentleyKL, EliseevRA (2011) Mitochondrial dysfunction in cancer cells due to aberrant mitochondrial replication. J Biol Chem 286: 22331–22338. 10.1074/jbc.m111.25009221536680PMC3121380

[bib53] SharplessNE, AlsonS, ChanS, SilverDP, CastrillonDH, DePinhoRA (2002) p16(INK4a) and p53 deficiency cooperate in tumorigenesis. Cancer Res 62: 2761–2765.12019151

[bib54] SiudejaK, SrinivasanB, XuL, RanaA, de JongJ, NollenEA, JackowskiS, SanfordL, HayflickS, SibonOC (2011) Impaired Coenzyme A metabolism affects histone and tubulin acetylation in Drosophila and human cell models of pantothenate kinase associated neurodegeneration. EMBO Mol Med 3: 755–766. 10.1002/emmm.20110018021998097PMC3377114

[bib55] SpinelliL, CarpentierS, Montanana SanchisF, DalodM, Vu ManhTP (2015) BubbleGUM: Automatic extraction of phenotype molecular signatures and comprehensive visualization of multiple gene set enrichment analyses. BMC Genom 16: 814 10.1186/s12864-015-2012-4PMC461789926481321

[bib56] SrinivasanB, BaratashviliM, van der ZwaagM, KanonB, ColombelliC, LambrechtsRA, SchaapO, NollenEA, PodgorsekA, KosecG, (2015) Extracellular 4′-phosphopantetheine is a source for intracellular coenzyme A synthesis. Nat Chem Biol 11: 784–792. 10.1038/nchembio.190626322826

[bib57] StraussE (2010) Coenzyme A biosynthesis and enzymology. In *Comprehensive Natural Products II*, Chapter 7.11, pp 351–410. Oxford: Elsevier.

[bib58] SubramanianC, YunMK, YaoJ, SharmaLK, LeeRE, WhiteSW, JackowskiS, RockCO (2016) Allosteric regulation of mammalian pantothenate kinase. J Biol Chem 291: 22302–22314. 10.1074/jbc.m116.74806127555321PMC5064008

[bib59] TanG, WangH, YuanJ, QinW, DongX, WuH, MengP (2017) Three serum metabolite signatures for diagnosing low-grade and high-grade bladder cancer. Scientific Rep 7: 46176 10.1038/srep46176PMC538277428382976

[bib60] TeradaT, HaraT, YazawaH, MizoguchiT (1994) Effect of thioltransferase on the cystamine-activated fructose 1,6-bisphosphatase by its redox regulation. Biochem Mol Biol Int 32: 239–244.8019428

[bib61] van der KloetFM, BobeldijkI, VerheijER, JellemaRH (2009) Analytical error reduction using single point calibration for accurate and precise metabolomic phenotyping. J Proteome Res 8: 5132–5141. 10.1021/pr900499r19754161

[bib62] van DiepenJA, JansenPA, BallakDB, HijmansA, HooiveldGJ, RommelaereS, GallandF, NaquetP, RutjesFP, MensinkRP, (2014) PPAR-alpha dependent regulation of vanin-1 mediates hepatic lipid metabolism. J Hepatol 61: 366–372. 10.1016/j.jhep.2014.04.01324751833

[bib63] Vander HeidenMG, CantleyLC, ThompsonCB (2009) Understanding the Warburg effect: The metabolic requirements of cell proliferation. Science 324: 1029–1033. 10.1126/science.116080919460998PMC2849637

[bib64] VozzaA, De LeonardisF, ParadiesE, De GrassiA, PierriCL, ParisiG, MarobbioCMT, LasorsaFM, MutoL, CapobiancoL, (2017) Biochemical characterization of a new mitochondrial transporter of dephosphocoenzyme A in Drosophila melanogaster. Biochim Biophys Acta 1858: 137–146. 10.1016/j.bbabio.2016.11.00627836698

[bib65] WestJB, FuZ, DeerinckTJ, MackeyMR, ObayashiJT, EllismanMH (2010) Structure-function studies of blood and air capillaries in chicken lung using 3D electron microscopy. Respir Physiol Neurobiol 170: 202–209. 10.1016/j.resp.2009.12.01020038456PMC2821748

[bib66] WishartDS, JewisonT, GuoAC, WilsonM, KnoxC, LiuY, DjoumbouY, MandalR, AziatF, DongE, (2013) HMDB 3.0: The human metabolome database in 2013. Nucleic Acids Res 41: D801–D807. 10.1093/nar/gks106523161693PMC3531200

[bib67] WittwerCT, GahlWA, ButlerJD, ZatzM, ThoeneJG (1985) Metabolism of pantethine in cystinosis. J Clin Invest 76: 1665–1672. 10.1172/jci1121524056044PMC424158

# Supplementary material for: Vnn1 pantetheinase limits the Warburg effect and sarcoma growth by rescuing mitochondrial activity
**Source:** Life Sci Alliance. 2018 Jul 23;1(4):e201800073. doi: 10.26508/lsa.201800073
**Supplement:** Supplementary file 1

**Table S1: List of primers for qRT-PCR analysis**

| **Gene** | **Forward primer sequence** | **Reverse primer sequence** |
| --- | --- | --- |
| *Bnip3* | *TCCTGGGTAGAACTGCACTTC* | *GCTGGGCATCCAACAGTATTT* |
| *Pdk1* | *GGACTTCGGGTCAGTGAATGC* | *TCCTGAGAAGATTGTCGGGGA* |
| *Car9* | *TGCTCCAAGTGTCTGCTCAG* | *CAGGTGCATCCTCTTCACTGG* |
| *Hk2* | *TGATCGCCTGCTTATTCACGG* | *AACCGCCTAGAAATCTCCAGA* |
| *Glut1* | *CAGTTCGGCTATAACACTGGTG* | *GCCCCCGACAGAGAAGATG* |
| *Adm* | *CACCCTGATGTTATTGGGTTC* | *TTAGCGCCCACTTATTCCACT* |
| *Caveolin I* | *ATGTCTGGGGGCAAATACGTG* | *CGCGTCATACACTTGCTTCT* |
| *Collagen I* | *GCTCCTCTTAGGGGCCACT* | *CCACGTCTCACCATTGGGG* |
| *Actine* | TGGAATCCTGTGGCATCCATGAAACC | TAAAACGCAGCTCAGTAACAGTCCG |

How the deposited data were processed for this re-analysis (not part of the article)

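The data are microarray measurements of RNA from 12 subcutaneous J2A tumors grown in nude mice, 4 each of the R, VdR and VR groups. The tumors are numbered 1, 2, 4 and 5 in every group. Groups and numbers were taken from the sample labels, and the groups match those of the paper. The paper's methods speak of independent tumors. All are grafts of J2A cells, and no separate transduction per tumor is described there. As far as is stated, the 4 tumors of a group replicate the graft and not the transduction with the vector.

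The authors extracted RNA, hybridised Affymetrix mouse gene arrays and normalized them together with RMA in the oligo package. The submitters' processing notes name both and no version. The deposited values are log2 expression per probeset, so background correction, quantile normalization and summarization were already in them and no scanner file was used here. RMA puts all arrays on one distribution, which hides any overall change in RNA content between groups. No batch, scan date or chip position was given in the sources used here.

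Of 35556 probesets, 21789 had 1 gene symbol in the platform annotation, 1621 had several and 12146 had none. Only probesets with 1 symbol were named, and symbols can be old. For each gene the probeset with the highest mean over all arrays was used. Genes above the 25th percentile of all values, 5.38, in at least 4 arrays were tested, which left 16573. Within groups, pairs of arrays correlated across genes at 0.988 to 0.996 (Pearson), and no pair was identical. Genes are not independent replicates.

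Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) over all 12 arrays with 1 coefficient per group, and p-values were adjusted by Benjamini-Hochberg at a threshold of 0.05. The comparisons, the filter, 38 gene lists and the rule for naming genes were fixed before the data were examined. The rule takes the genes the paper names, the 10 largest changes per direction in each comparison among called genes whose groups do not overlap, the members of each described list with the lowest adjusted p, and the largest and smallest changes of each panel of Fig S3. The text gives part of the genes the rule names. Symbols in Fig S3 were read from the picture by eye together with their probeset numbers, and that picture had been seen when the rule was written.

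The lists cover the themes of Fig 2E, other processes and cell types that a tumor in a mouse can hold. They were written from textbook knowledge, since the gene sets of MSigDB used by the paper were not used here, so their values are not those of the paper's enrichment scores. Lists were tested with camera at a correlation of 0.01, adjusted over the lists of a comparison, and 34 lists with at least 5 measured genes were tested. Not tested were B cells (4 measured genes), erythroid cells (2), lymphatic endothelium (4) and Y-linked genes (0). A preset correlation as low as this can make p-values too small for genes that vary together between tumors. No list was called with an estimated correlation in any comparison. Single genes or scores were compared with two-sided exact permutation tests, 4 tumors against 4, or 3 against 4 where 1 tumor was left out. Expression scores of a list are the mean log2 value of its measured genes in a tumor.

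The alternatives were no filter or a stricter one, the mean of the probesets of a gene, trended and robust moderation, array weights, cyclic loess, centring on the array median, the replicate number as a block, only the groups compared, leaving out each tumor in turn, a minimum change of 1.5-fold, the methods' t-test, which the paper names for qRT-PCR and not for the arrays, and for lists an estimated correlation, fry, fgsea 1.28.0 and lists without cell type genes. A model with the macrophage score of each tumor as covariate was added after the data were seen.

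The gene test was tested on simulated data for VR versus R with 16573 genes. It recovered 44 of 50 genes changed 1.5-fold, 49 of 50 changed 2-fold, 50 changed 3-fold and 49 changed 4-fold, with 13 false calls among 205. A simulated shift of -0.5 in the hypoxia list for VdR versus R was called, and 0 of 33 other lists were. Genes in the simulation varied independently of each other, unlike genes of a list in tumors. The number of arrays limits the precision.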

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

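The splits of the tumors for single lists, the macrophage score as covariate, the difference of the macrophage and endothelial scores, the exact tests of list scores, the numbers of list genes after another normalization and the tests of the VdR pattern were tests chosen only after the results were seen. Other splits of the 8 tumors of a comparison into groups of 4 gave far fewer genes than the real groups. The real groups gave 3500 genes between VR and R, 1555 between VdR and R and 570 between VR and VdR tumors, and the highest of the other splits gave 11, 429 and 1. Only 1 of 35 splits reached each real number, the real split itself. No smaller share is possible with these splits, so they alone do not exclude chance for the numbers of genes. The numbers of lists were not beyond those of other splits. The real groups gave 18, 12 and 14 called lists, the highest other splits 20, 17 and 20, and 8, 16 and 12 of 35 splits gave as many, so chance is not excluded for the number of lists called by camera at a preset correlation. Taken singly, 2 of the 18 called lists in VR versus R, 1 of 12 in VdR versus R and 0 of 14 in VR versus VdR had a camera p that under 5% of the splits reached, and 14 of 35 splits reached that of collagens and 14 that of endothelial cells in VR versus R.

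Lower in VR than in R tumors were 26 of 32 hypoxia genes and 14 of 19 glycolysis genes. Skeletal muscle in R replicate 2, high in muscle genes in Fig S3, and the normalization between arrays are argued against. Without that tumor the hypoxia and glycolysis scores differed by -0.94 and -0.68, against -0.89 and -0.63 with it. The exact permutation p was 0.0286 for each, the smallest possible, with and without it, so this p decides nothing. R replicate 5, also high in muscle genes (score 7.89), was not left out for these scores. At least 25 hypoxia and 13 glycolysis genes were lower after cyclic loess or median centring. The camera adjusted p of the hypoxia list was 3.27e-11 without R replicate 2 and at most 1.54e-12 after these normalizations. It ranged from 2.98e-17 to 0.329 over all alternatives. A chance split is not excluded for the camera test itself, since 4 of 35 splits gave a p as small for hypoxia (real p 3.52e-14, lowest other 1.35e-21) and 2 of 35 for glycolysis (real p 6.4e-08, lowest other 4.73e-11). An action of Vnn1 on these genes and the rise of macrophage markers stay open. With the macrophage score as covariate the hypoxia call was lost (adjusted p = 0.171). That score did not overlap between R and VR tumors, so this loss decides nothing. In dissociated H1 tumors without CD45+ cells, the paper reports Bnip3, Car9, Glut1, Pdk1, Hk2 and Adm as significantly enhanced by qRT-PCR. VdR tumors had higher mean macrophage and hypoxia scores (10.22 and 8.63) than VR tumors (10.06 and 8.36), with overlapping ranges. A different age or size of the tumors at harvest and a difference between the cell lines that arose with the vectors stay open and untested. As a hypothesis, hypoxia genes may vary together between single tumors, which would give other splits such p-values as well.

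The inflammation and interferon lists were called higher in VR than in R tumors, with 11 of 24 inflammation genes higher and 2 lower and 18 of 35 interferon genes higher, 10 without R replicate 4 (list adjusted p = 0.329 and 0.466 with an estimated correlation). The tumor with the highest interferon genes, VR replicate 2, is argued against as the whole source. Without it 13 interferon genes were higher. The interferon scores of the other 3 VR tumors differed from those of R by 0.61, against 0.98 with it. The exact permutation p was 0.0286, the smallest possible, with and without it, so this p decides nothing. The camera p without it (2.99e-08, from 9.18e-14 to 0.917 over all alternatives) decides little. For the camera test a chance split is not excluded for the interferon list, with 14 of 35 splits as small (real p 2.94e-10, lowest other 8.76e-25), or for the inflammation list, with 10 (real p 6.71e-04, lowest other 2.95e-06). More macrophage RNA in VR tumors stays open, with a median log2 fold change of 1.00 for its markers. An effect of Vnn1 on the genes themselves stays open too. So does a difference between the cell lines that arose with the vectors, which was not tested. A lower share of tumor cells also stays open. The test did not tell the rises of the macrophage and endothelial scores apart (difference 0.54, SD 0.27 in VR and 0.31 in R, exact permutation p = 0.0857). Of 10 cell type lists, 4 were called higher and 0 lower. Skeletal muscle went the other way (median -0.48, adjusted p = 0.0839), but 0 of its 20 genes passed. It was not called with an estimated correlation (adjusted p = 0.765) or fry (0.533), and leaving out 1 tumor gave up to 0.722. Among R and VR tumors its score was high only in R replicates 2 and 5 (8.74 and 7.89) and VR replicate 2 (8.08). These values therefore do not decide. The list was called lower in several other settings. These were only the groups compared (0.0382), the replicate number as a block (0.0366), a stricter filter (0.043), fgsea (0.00839) and the macrophage covariate (2.43e-51). It was also called lower without R replicate 1 (0.00825), R replicate 4 (0.00633) or VR replicate 2 (0.00136).

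VdR tumors, whose Vnn1 is catalytically deficient, had 8 of 32 hypoxia genes lower and 16 of 17 macrophage markers higher than R tumors. Neither list was called with an estimated correlation (adjusted p = 0.552 for hypoxia and 0.0917 for macrophages). The normalization between arrays is argued against, since at least 7 hypoxia genes were lower and 15 macrophage markers higher after cyclic loess or median centring (camera adjusted p at most 9.03e-12 for both lists, and over all alternatives from 2.68e-18 to 0.975 for hypoxia and from 5.46e-24 to 0.609 for macrophages). A single tumor is argued against for the macrophage scores, which differed by 1.04 with all tumors and by 0.97 to 1.10 with 1 left out. Their exact permutation p stayed at 0.0286, the smallest possible. It decides nothing, since groups that do not overlap keep it with any 1 tumor left out. The hypoxia scores differed by -0.63 with all tumors and by -0.79 to -0.51 with 1 left out. These values argue against a single tumor as the whole source of that difference. The hypoxia scores still overlapped between the groups (exact permutation p = 0.0571, up to 0.114 with 1 tumor left out), so whether the groups differ is not settled. With 1 tumor left out, 3 to 20 hypoxia genes were lower (3 without R 1, R 4, VdR 1 or VdR 2, 4 without VdR 5, 6 without R 2, 17 without VdR 4 and 20 without R 5). For the camera test of the macrophage list, 1 of 35 splits, the real one, gave a p as small (real p 4.7e-21, lowest other 5.46e-11). That is the smallest share these splits allow. The list was picked from 34 tested lists after its result was seen, so these splits alone do not exclude chance for it. For the hypoxia list chance is not excluded either, with 5 of 35 splits (real p 2.08e-14, lowest other 4.86e-30). A difference between the cell lines that arose with the vectors and an action of Vnn1 without its catalytic activity stay open and untested.

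Single tumors stood far from the other 3 of their group in 24 of 471 groups of values, where chance gives about 1 in 20, or 23.6. R replicate 1 was the highest for Il2rb at 6.52 against 6.22 to 6.25 (gap over range 0.89). R replicate 2 was the lowest for Ndufa1 at 7.59 against 7.73 to 7.76 (gap over range 0.839) and the highest for Pfkfb4 at 7.64 against 7.46 to 7.46 (gap over range 0.979). R replicate 4 was the lowest for interferon response (list score) at 7.21 against 7.58 to 7.60 (gap over range 0.928) and the lowest for Col3a1 at 11.33 against 11.53 to 11.56 (gap over range 0.891). R replicate 5 was the highest for Clec12a at 6.47 against 6.07 to 6.13 (gap over range 0.831) and the highest for Pcolce at 12.46 against 12.15 to 12.17 (gap over range 0.923). VR replicate 2 was the highest for skeletal muscle (list score) at 8.08 against 6.48 to 6.56 (gap over range 0.946) and the lowest for Pklr at 6.28 against 6.57 to 6.60 (gap over range 0.895). VR replicate 5 was the highest for cholesterol biosynthesis (list score) at 9.27 against 9.05 to 9.08 (gap over range 0.866), the lowest for mast cells (list score) at 6.58 against 7.82 to 8.01 (gap over range 0.869), the lowest for Cpa3 at 7.26 against 10.77 to 10.92 (gap over range 0.96), the lowest for Mcpt4 at 7.27 against 9.74 to 10.04 (gap over range 0.891), the lowest for Ogn at 9.14 against 10.12 to 10.18 (gap over range 0.937) and the highest for Slc2a1 at 10.96 against 10.66 to 10.67 (gap over range 0.981). VdR replicate 1 was the highest for keratinocytes (list score) at 6.33 against 6.15 to 6.18 (gap over range 0.852). VdR replicate 4 was the highest for Bmp2 at 9.38 against 8.33 to 8.39 (gap over range 0.948), the highest for Dusp4 at 9.73 against 9.23 to 9.28 (gap over range 0.888), the highest for Ero1a at 10.91 against 10.05 to 10.19 (gap over range 0.834), the highest for Mxi1 at 9.16 against 8.84 to 8.86 (gap over range 0.934), the lowest for Tbx20 at 9.78 against 10.22 to 10.28 (gap over range 0.871) and the highest for Tpi1 at 12.42 against 12.13 to 12.17 (gap over range 0.869). VdR replicate 5 was the lowest for Il2rb at 6.71 against 7.44 to 7.47 (gap over range 0.963) and the highest for Pcolce at 12.55 against 12.45 to 12.45 (gap over range 0.934).

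In VR versus R tumors, camera also called lists outside the themes of Fig 2E. Extracellular matrix proteins were higher (median 0.23, adjusted p = 0.00282, and adjusted p = 0.466 with an estimated correlation). Ras ERK output was lower (median -0.28, adjusted p = 5.08e-04, and adjusted p = 0.442 with an estimated correlation). MHC class II was higher (median 1.34, adjusted p = 5.08e-04, and adjusted p = 0.361 with an estimated correlation). Macrophages were higher (median 1.00, adjusted p = 1.55e-11, and adjusted p = 0.28 with an estimated correlation). NK cells were higher (median 0.86, adjusted p = 8.34e-06, and adjusted p = 0.28 with an estimated correlation). Dendritic cells were higher (median 0.66, adjusted p = 4.95e-04, and adjusted p = 0.329 with an estimated correlation). Mast cells were higher (median 0.69, adjusted p = 0.0044, and adjusted p = 0.466 with an estimated correlation). The extracellular matrix proteins list lost its call, by adjusted p, with the macrophage score as covariate (0.936). The Ras ERK list lost its call, by adjusted p, with the macrophage score as covariate (0.739). The MHC class II list lost its call, by adjusted p, with the macrophage score as covariate (0.171). The NK cells list lost its call, by adjusted p, with the macrophage score as covariate (0.0951). The dendritic cells list lost its call, by adjusted p, with a stricter filter (0.0651) and with the macrophage score as covariate (0.0951). The mast cells list lost its call, by adjusted p, with a stricter filter (0.0539) and turned its direction with the macrophage score as covariate (adjusted p = 0.868). In VdR versus R tumors, camera also called lists outside the themes of Fig 2E, of which the paper's text discusses oxidative phosphorylation and proliferation. Oxidative phosphorylation was higher (median 0.089, adjusted p = 0.00657, and adjusted p = 0.844 with an estimated correlation). Proliferation was higher (median 0.16, adjusted p = 0.0426, and adjusted p = 0.943 with an estimated correlation). MHC class II was higher (median 0.88, adjusted p = 0.0259, and adjusted p = 0.84 with an estimated correlation). Macrophages were higher (median 1.01, adjusted p = 1.6e-19, and adjusted p = 0.0917 with an estimated correlation). NK cells were higher (median 0.37, adjusted p = 3.53e-04, and adjusted p = 0.42 with an estimated correlation). The oxidative phosphorylation list lost its call, by adjusted p, with a stricter filter (0.0579), with fry (0.102) and with the macrophage score as covariate (0.196). The proliferation list had 0 of 27 genes pass by limma (6 at an unadjusted p under 0.05) and 0 by the methods' t-test (2 unadjusted), lost its call, by adjusted p, with a stricter filter (0.168), with only the groups compared (0.0586), without R replicate 1 (0.102), without R replicate 2 (0.095), without R replicate 4 (0.562), without VdR replicate 1 (0.104), without VdR replicate 2 (0.303), without VdR replicate 5 (0.0937) and with fry (0.564) and turned its direction with the macrophage score as covariate (adjusted p = 0.0197, called lower). The MHC class II list lost its call, by adjusted p, without R replicate 2 (0.0602) and without VdR replicate 4 (0.0649). It also lost it with fry (0.142), with the replicate number as a block (0.0621) and with the macrophage score as covariate (0.944). The NK cells list lost its call, by adjusted p, with the macrophage score as covariate (0.944). In VR versus VdR tumors, lists outside the paper's themes were called by camera for smooth muscle and myofibroblast differentiation higher (median 0.18, adjusted p = 0.0126, and adjusted p = 0.729 with an estimated correlation), extracellular matrix proteins higher (median 0.25, adjusted p = 9.09e-06, and adjusted p = 0.636 with an estimated correlation), Ras ERK output lower (median -0.19, adjusted p = 0.00751, and adjusted p = 0.729 with an estimated correlation), MHC class II higher (median 0.45, adjusted p = 0.00623, and adjusted p = 0.729 with an estimated correlation), NK cells higher (median 0.40, adjusted p = 0.00117, and adjusted p = 0.636 with an estimated correlation), dendritic cells higher (median 0.48, adjusted p = 8.28e-05, and adjusted p = 0.636 with an estimated correlation), skeletal muscle lower (median -0.61, adjusted p = 0.0108, and adjusted p = 0.729 with an estimated correlation). The smooth muscle list lost its call, by adjusted p, with fry (0.323). The extracellular matrix proteins list lost its call, by adjusted p, with fry (0.0666). The Ras ERK list lost its call, by adjusted p, with fry (0.323). The MHC class II list had 0 of 6 genes pass by limma (4 at an unadjusted p under 0.05) and 0 by the methods' t-test (3 unadjusted) and lost its call, by adjusted p, with fry (0.323). The NK cells list lost its call, by adjusted p, with a stricter filter (0.0788). The skeletal muscle list had 0 of 20 genes pass by limma (0 at an unadjusted p under 0.05) and 0 by the methods' t-test (0 unadjusted), lost its call, by adjusted p, without VdR replicate 2 (0.207), without VdR replicate 4 (0.314), without VR replicate 4 (0.064), without VR replicate 5 (0.0745) and with fry (0.508) and turned its direction with the macrophage score as covariate (adjusted p = 0.0649).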

How the results depend on the processing

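The model with the macrophage score as covariate was the test chosen only after the results were seen. Among alternative values for the numbers of genes and lists, the lists on themes of the paper, Vnn1 and Xist, 872 kept their direction and side of the threshold or moved by less than 1.5 times, 66 lost and 15 gained a call, 23 changed direction and 74 numbers moved by more. For other lists, single genes and numbers of members of lists or of Fig S3 panels, 6474 kept them, 169 lost and 89 gained a call, 112 changed direction and 611 moved by more. For values that changed the cause was not tested, except that fewer tumors or genes enter some settings by construction. The macrophage score of R tumors does not overlap that of VdR or VR tumors, so that covariate also removes part of the group difference. In comparisons with R it can hardly be told from the group, and calls lost or turned there decide nothing about macrophages. The replicate numbers are not stated to mark a shared mouse or day. Of 12 same-numbered pairs, 8 had a correlation of deviations over 0.1 (from -0.15 to 0.40). The median was 0.14 for same-numbered and -0.067 for different-numbered pairs. In 10 of 24 comparisons of a tumor with another group its best match had its own number. A link between tumors of equal number is therefore not excluded, and the main model leaves it out. With the number as a block, 3927 genes differed between VR and R, 1654 between VdR and R and 621 between VR and VdR tumors. After cyclic loess 933 genes were higher and 648 lower in VdR than in R, against 1090 and 465, and after centring on array medians 255 were higher and 152 lower in VR than in VdR, against 293 and 277. The methods' t-test, which the paper names for qRT-PCR and not for the arrays, called 5467, 3254 and 2839 genes unadjusted. Lists called by camera numbered 18, 12 and 14, by fgsea 19, 14 and 17, by fry 20, 7 and 2 and with an estimated correlation 0 in each comparison (4, 3 and 2 at an unadjusted p under 0.05). Genes near the filter have little signal over background, which limits what their changes show.

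Without a filter on dim probesets, calls lost had adjusted p in VdR versus R 0.0584 for cholesterol, 0.0649 for inflammatory response, and calls gained had adjusted p in VR versus R 0.0339 for smooth muscle, 0.0478 for oxidative phosphorylation, and the direction turned with adjusted p in VdR versus R 0.972 for endothelial, 0.99 for matrix proteins, 0.972 for lipid synthesis, 0.972 for immediate early genes, in VR versus VdR 0.968 for glutathione and antioxidant genes. With a stricter filter, calls lost had adjusted p in VR versus R 0.101 for IL-6, 0.0651 for dendritic cells, 0.0539 for mast cells, in VdR versus R 0.0579 for oxidative phosphorylation, 0.168 for proliferation, in VR versus VdR 0.0818 for fatty acid, 0.0788 for NK cells, and calls gained had adjusted p in VR versus R 0.0332 for glutathione and antioxidant genes, 0.043 for skeletal muscle, in VdR versus R 0.0202 for glutathione and antioxidant genes, 0.0457 for Ras ERK output, and the direction turned with adjusted p in VdR versus R 0.842 for smooth muscle, 0.884 for tricarboxylic acid cycle, 0.842 for unfolded protein response, 0.795 for skeletal muscle. With the mean of the probesets, calls gained had adjusted p in VdR versus R 0.0471 for IL-6, 0.0486 for glutathione and antioxidant genes, and the direction turned with adjusted p in VR versus VdR 0.992 for glutathione and antioxidant genes. With array weights, the numbers were for VR versus R 5667 genes differing, 2321 genes lower, for VdR versus R 2595 genes differing, 1757 genes higher, 838 genes lower, for VR versus VdR 884 genes differing, 455 genes higher, 429 genes lower, and calls lost had adjusted p in VR versus R 0.0667 for collagens, 0.0782 for IL-6, in VdR versus R 0.185 for cholesterol, 0.0826 for inflammatory response, and calls gained had adjusted p in VR versus R 0.0288 for proliferation, in VdR versus R 0.0172 for mTORC1, 0.0433 for glutathione and antioxidant genes, and the direction turned with adjusted p in VR versus R 0.988 for tricarboxylic acid cycle, 0.846 for nucleotide synthesis, in VdR versus R 0.583 for collagens, 0.682 for smooth muscle, 0.282 for unfolded protein response, in VR versus VdR 0.989 for T cells, 0.989 for keratinocytes, and the sign turned for log2 fold changes in VR versus R -0.040 for Acta2. After cyclic loess, calls gained had adjusted p in VdR versus R 0.0406 for glutathione and antioxidant genes, 0.0449 for mast cells, in VR versus VdR 0.0479 for macrophages, and the direction turned with adjusted p in VR versus R 0.808 for nerve and Schwann cells, in VdR versus R 0.937 for matrix proteins, 0.919 for nerve and Schwann cells, in VR versus VdR 0.948 for T cells, 0.948 for keratinocytes, 0.95 for nerve and Schwann cells. After centring on array medians, the numbers were for VR versus VdR 152 genes lower, and calls gained had adjusted p in VdR versus R 0.0427 for IL-6, 0.0491 for glutathione and antioxidant genes, 0.0303 for mast cells, in VR versus VdR 0.0325 for macrophages, and the direction turned with adjusted p in VdR versus R 0.966 for endothelial, 0.966 for immediate early genes, in VR versus VdR 0.977 for nerve and Schwann cells. With the replicate block, calls lost had adjusted p in VdR versus R 0.0621 for MHC class II, and calls gained had adjusted p in VR versus R 0.0366 for skeletal muscle, and the direction turned with adjusted p in VR versus VdR 0.924 for glutathione and antioxidant genes. Fitting only the groups compared, calls lost had adjusted p in VdR versus R 0.0586 for proliferation, and calls were lost for log2 fold changes in VR versus VdR -0.69 for Vnn1, and calls gained had adjusted p in VR versus R 0.0382 for skeletal muscle, in VdR versus R 0.0400 for dendritic cells, 0.0145 for mast cells, in VR versus VdR 0.0417 for macrophages, and the direction turned with adjusted p in VdR versus R 0.952 for immediate early genes. With an estimated correlation, the numbers were for VR versus R 0 gene lists called, for VdR versus R 0 gene lists called, for VR versus VdR 0 gene lists called, and calls lost had adjusted p in VR versus R 0.329 for glycolysis, 0.329 for hypoxia response, 0.535 for mTORC1, 0.518 for cholesterol, 0.562 for collagens, 0.535 for endothelial, 0.361 for fatty acid, 0.316 for complement, 0.329 for inflammatory response, 0.466 for IL-6, 0.466 for interferon response, in VdR versus R 0.647 for glycolysis, 0.552 for hypoxia response, 0.857 for cholesterol, 0.69 for fatty acid, 0.42 for complement, 0.647 for inflammatory response, 0.857 for interferon response, in VR versus VdR 0.729 for glycolysis, 0.729 for hypoxia response, 0.729 for cholesterol, 0.729 for collagens, 0.729 for endothelial, 0.729 for fatty acid, 0.729 for interferon response. With fry, the numbers were for VdR versus R 7 gene lists called, for VR versus VdR 2 gene lists called, and calls lost had adjusted p in VR versus R 0.0683 for mTORC1, in VdR versus R 0.102 for glycolysis, 0.566 for cholesterol, 0.352 for interferon response, 0.102 for oxidative phosphorylation, 0.564 for proliferation, 0.142 for MHC class II, in VR versus VdR 0.323 for glycolysis, 0.464 for hypoxia response, 0.436 for cholesterol, 0.436 for collagens, 0.239 for endothelial, 0.436 for fatty acid, 0.464 for interferon response, 0.323 for smooth muscle, 0.0666 for matrix proteins, 0.323 for Ras ERK output, 0.323 for MHC class II, 0.508 for skeletal muscle, and calls gained had adjusted p in VR versus R 0.0236 for smooth muscle, 0.0495 for coenzyme A metabolism, 0.0495 for glutathione and antioxidant genes, in VdR versus R 0.0382 for IL-6, and the direction turned with adjusted p in VdR versus R 0.922 for endothelial, 0.906 for matrix proteins, 0.906 for lipid synthesis, 0.906 for immediate early genes, 0.968 for nerve and Schwann cells. With fgsea, calls lost had adjusted p in VR versus VdR 0.0959 for fatty acid, and calls gained had adjusted p in VR versus R 0.00839 for skeletal muscle, in VdR versus R 0.0306 for IL-6, 0.0342 for glutathione and antioxidant genes, in VR versus VdR 0.0371 for mTORC1, 0.0345 for lipid synthesis, 0.0458 for nucleotide synthesis, 0.0374 for macrophages, and the direction turned with adjusted p in VR versus R 0.855 for nerve and Schwann cells, in VdR versus R 0.94 for endothelial, 0.973 for lipid synthesis, 0.973 for immediate early genes, in VR versus VdR 0.826 for neutrophils, 0.998 for keratinocytes, 0.972 for nerve and Schwann cells. At 1.5-fold or more, the numbers were for VR versus R 967 genes differing, 729 genes higher, 238 genes lower, for VdR versus R 496 genes differing, 378 genes higher, 118 genes lower, for VR versus VdR 125 genes differing, 82 genes higher, 43 genes lower. By the methods' t-test, the numbers were for VR versus R 2120 genes differing, 1448 genes higher, 672 genes lower, for VdR versus R 493 genes differing, 391 genes higher, 102 genes lower, for VR versus VdR 30 genes differing, 12 genes higher, 18 genes lower. With the macrophage score as covariate, the numbers were for VR versus R 44 genes differing, 4 genes higher, 40 genes lower, 4 gene lists called, for VdR versus R 2 genes differing, 1 gene higher, 1 gene lower, 6 gene lists called, for VR versus VdR 319 genes differing, 165 genes higher, 154 genes lower, and calls lost had adjusted p in VR versus R 0.171 for glycolysis, 0.171 for hypoxia response, 0.0951 for endothelial, 0.409 for inflammatory response, 0.628 for IL-6, 0.936 for matrix proteins, 0.739 for Ras ERK output, 0.171 for MHC class II, 0.0951 for NK cells, 0.0951 for dendritic cells, in VdR versus R 0.944 for inflammatory response, 0.196 for oxidative phosphorylation, 0.944 for MHC class II, 0.944 for NK cells, in VR versus VdR 0.0649 for collagens, and calls gained had adjusted p in VR versus R 1.31e-04 for unfolded protein response, 2.43e-51 for skeletal muscle, in VdR versus R 0.0197 for collagens, 0.00358 for unfolded protein response, in VR versus VdR 0.0191 for mTORC1, 0.0303 for mast cells, and the direction turned with adjusted p in VR versus R 0.384 for mTORC1, 0.318 for cholesterol, 0.888 for fatty acid, 0.277 for complement, 0.917 for interferon response, 0.00986 for proliferation, 0.72 for macrophages, 0.999 for neutrophils, 0.628 for T cells, 0.868 for mast cells, 0.773 for adipocytes, 0.888 for nerve and Schwann cells, in VdR versus R 0.993 for glycolysis, 0.975 for hypoxia response, 0.0600 for mTORC1, 0.00554 for cholesterol, 0.219 for fatty acid, 0.0599 for complement, 0.0382 for interferon response, 0.609 for smooth muscle, 0.944 for lipid synthesis, 0.944 for tricarboxylic acid cycle, 0.944 for glutathione and antioxidant genes, 0.0197 for proliferation, 0.536 for nucleotide synthesis, 0.609 for Ras ERK output, 0.645 for immediate early genes, 0.609 for macrophages, 0.944 for neutrophils, 0.536 for T cells, 0.41 for mast cells, 8.56e-47 for skeletal muscle, 0.944 for adipocytes, 0.944 for nerve and Schwann cells, in VR versus VdR 0.737 for proliferation, 0.504 for macrophages, 0.0649 for skeletal muscle.

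Leaving out 1 tumor at a time, the values in VR versus R ranged over 775 to 1308 for genes lower, and adjusted p 0.00219 to 0.0703 for mTORC1, 0.563 to 0.988 for tricarboxylic acid cycle, 5.34e-04 to 0.988 for proliferation, 0.253 to 0.869 for nucleotide synthesis, 0.271 to 0.801 for adipocytes, 0.526 to 0.972 for keratinocytes, 0.646 to 0.957 for nerve and Schwann cells, and log2 fold changes -0.041 to 0.32 for Acta2, -0.00065 to 0.12 for Coasy, -0.080 to 0.084 for Pank1. In VdR versus R the ranges without 1 tumor were 961 to 1774 for genes differing, 684 to 1283 for genes higher, 249 to 531 for genes lower, and adjusted p 0.0217 to 0.274 for mTORC1, 0.00245 to 0.239 for cholesterol, 0.102 to 0.972 for collagens, 0.152 to 0.898 for endothelial, 0.00695 to 0.0884 for inflammatory response, 0.0185 to 0.189 for IL-6, 0.533 to 0.95 for smooth muscle, 0.313 to 0.956 for matrix proteins, 0.587 to 0.996 for lipid synthesis, 0.239 to 0.919 for tricarboxylic acid cycle, 0.34 to 0.901 for unfolded protein response, 0.385 to 0.975 for immediate early genes, 0.0758 to 0.781 for skeletal muscle, 0.746 to 0.975 for keratinocytes, 0.628 to 0.981 for nerve and Schwann cells. For VR versus VdR these ranges were 86 to 553 for genes differing, 32 to 319 for genes higher, 54 to 234 for genes lower, and adjusted p 2.23e-04 to 0.159 for hypoxia response, 0.0353 to 0.432 for mTORC1, 0.00445 to 0.0977 for fatty acid, 0.244 to 0.96 for complement, 0.0157 to 0.597 for inflammatory response, 0.0466 to 0.751 for IL-6, 0.733 to 0.975 for glutathione and antioxidant genes, 0.00921 to 0.8294 for proliferation, 0.476 to 0.918 for T cells, 0.0278 to 0.938 for adipocytes, 0.19 to 0.996 for keratinocytes, 0.693 to 0.957 for nerve and Schwann cells, and log2 fold changes -0.81 to -0.57 for Vnn1.

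Tumors behind a changed call or direction, or a number moved by over 1.5 times, in VR versus R gave adjusted p of mTORC1 0.0703 without VR 5, of smooth muscle 0.0269 without R 1, 0.0312 without R 2, 0.0346 without VR 5, of oxidative phosphorylation 0.0438 without R 5, of glutathione and antioxidant genes 0.0491 without R 2, of proliferation 5.34e-04 without R 5, of unfolded protein response 0.0434 without R 1, of skeletal muscle 0.00825 without R 1, 0.00633 without R 4, 0.00136 without VR 2. In VdR versus R these tumors gave the number of genes differing 971 without R 1, 963 without R 4, 961 without VdR 2, and adjusted p of mTORC1 0.0217 without R 5, of cholesterol 0.0787 without R 4, 0.187 without R 5, 0.239 without VdR 4, of inflammatory response 0.0884 without R 5, of IL-6 0.0305 without R 1, 0.0185 without VdR 5, of glutathione and antioxidant genes 0.0133 without R 2, 0.0219 without VdR 2, of proliferation 0.102 without R 1, 0.095 without R 2, 0.562 without R 4, 0.104 without VdR 1, 0.303 without VdR 2, 0.0937 without VdR 5, of Ras ERK output 0.00582 without R 2, 0.026 without VdR 4, of MHC class II 0.0602 without R 2, 0.0649 without VdR 4, of mast cells 0.0241 without VdR 1, of adipocytes 0.0459 without VdR 4. For VR versus VdR they gave the number of genes differing 299 without VdR 1, 171 without VdR 4, 205 without VdR 5, 151 without VR 2, 86 without VR 4, 255 without VR 5, and adjusted p of hypoxia response 0.159 without VdR 4, of mTORC1 0.0353 without VR 2, of fatty acid 0.084 without VdR 4, 0.0977 without VdR 5, of inflammatory response 0.0494 without VdR 4, 0.0157 without VR 5, of IL-6 0.0466 without VdR 4, of lipid synthesis 0.0466 without VdR 4, 0.0323 without VdR 5, 0.0394 without VR 1, 0.0472 without VR 5, of oxidative phosphorylation 0.0315 without VdR 4, of tricarboxylic acid cycle 0.0494 without VdR 4, of proliferation 0.00921 without VdR 4, of nucleotide synthesis 0.00288 without VdR 4, of immediate early genes 0.0311 without VdR 4, of macrophages 0.0205 without VdR 1, 0.019 without VdR 5, 0.0442 without VR 1, 0.0148 without VR 2, of mast cells 0.0118 without VdR 2, 1.59e-04 without VR 5, of skeletal muscle 0.207 without VdR 2, 0.314 without VdR 4, 0.064 without VR 4, 0.0745 without VR 5, of adipocytes 0.0278 without VR 1, and log2 fold changes of Vnn1 -0.65 without VdR 4, -0.63 without VdR 5, -0.57 without VR 2, -0.75 without VR 4, -0.61 without VR 5.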

Differences from the paper's values

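The legend of Fig 2E gives 5 tumors per group as the paper's number, and 4 were analysed here, the number in its methods, a difference of less than 1.5 times. No other number in the paper's text was found for a measure computed here. The rest compares directions in Fig 2E, read by eye, with hand-written lists that stand in for the gene sets of MSigDB, so the genes differ as well as the test.

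Between R and VR tumors all 11 lists on the themes of the figure were called by camera at the preset correlation in the direction the figure shows. None was called with an estimated correlation (adjusted p from 0.316 to 0.562).

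Between R and VdR tumors the figure shows the mTORC1 set enriched in R and the IL-6 set enriched in VdR tumors. Here neither list was called, with median log2 fold change -0.064, camera adjusted p = 0.111 for mTORC1 and median log2 fold change 0.12, camera adjusted p = 0.0684 for IL-6. The mTORC1 list was called with array weights (adjusted p = 0.0172) and without R replicate 5 (adjusted p = 0.0217). The IL-6 list was called with the mean of the probesets (0.0471), centring on the median (0.0427), fry (0.0382) and fgsea (0.0306), and without R replicate 1 (0.0305) or VdR replicate 5 (0.0185). The other lists on themes of the figure had the direction or the lack of a call that it shows.

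Between VdR and VR tumors the figure shows no enrichment of hypoxia or fatty acid sets. Here the hypoxia list was lower and the fatty acid oxidation list higher in VR (median log2 fold change -0.19, camera adjusted p = 0.00649, and median log2 fold change 0.091, camera adjusted p = 0.0213). Few single genes passed, with 1 of 32 hypoxia genes lower and none of 22 fatty acid oxidation genes passing. Adjusted over the list alone, 1 fatty acid oxidation gene was lower and 0 were higher. Hypoxia was not called with an estimated correlation (0.729), with fry (0.464) or without VdR replicate 4 (0.159). Fatty acid oxidation was not called with an estimated correlation (0.729), fry (0.436), fgsea (0.0959) or the stricter filter (0.0818), nor without VdR replicate 4 (0.084) or 5 (0.0977). The figure shows mTORC1 enriched in VdR and complement, inflammatory and IL-6 sets enriched in VR tumors. Here these were not called, with adjusted p = 0.111, 0.604, 0.121 and 0.217 in that order. The mTORC1 list was called with fgsea (0.0371), without VR replicate 2 (0.0353) and with the macrophage score as covariate (0.0191), which was chosen after seeing the values and loses the VR and R calls of 10 of the 11 theme lists. The inflammatory list was called without VdR replicate 4 (0.0494) or VR replicate 5 (0.0157) and the IL-6 list without VdR replicate 4 (0.0466). No setting run called the complement list.

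The paper reports that the profiling set R or VdR apart from VR tumors, and Table S4 calls R and VdR tumors hypoxic. Here 1555 genes differed between VdR and R and 570 between VR and VdR tumors, and the hypoxia list was called lower in VdR than in R tumors at the preset correlation. That call was lost with an estimated correlation (adjusted p = 0.552). In the model with the macrophage score as covariate, chosen after seeing the values, 2 genes differed between VdR and R and 319 between VR and VdR tumors, and the hypoxia list was not called between VdR and R and its direction turned (0.975). Collagen and endothelial lists set VR apart from VdR and did not set VdR apart from R tumors, as the figure shows, at the preset correlation. The VR and VdR calls were lost with an estimated correlation (adjusted p = 0.729 and 0.729) and with fry (0.436 and 0.239). In the model with that covariate, collagens were not called between VR and VdR (0.0649) and were called higher in VdR than in R tumors (0.0197). The paper ties R signatures of glycolysis, mTORC1 and cholesterol synthesis to intense proliferation, and its text gives no direction for cell cycle genes. The cell cycle list here was not called between VR and R tumors (median log2 fold change 0.087, camera adjusted p = 0.259). It was called higher in VR without R replicate 5 (adjusted p = 5.34e-04) and with array weights (0.0288). With the macrophage score as covariate it was called lower in VR (0.00986). That covariate was chosen after seeing the values and loses 10 of those 11 theme list calls between VR and R tumors.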

Other observations

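The comparison of VdR tumors with the middle between R and VR tumors was a test chosen only after the group differences had been seen. Several immune marker lists besides that of macrophages were called higher in VR than in R tumors at the preset correlation. With an estimated correlation none was called (adjusted p = 0.28 for NK cells, 0.329 for dendritic cells, 0.361 for MHC class II and 0.466 for mast cells). Of the NK cell markers, 5 of 8 rose and none fell (5 higher and 0 lower adjusted over the list alone), among them Ncr1, an activating receptor of NK cells, with a log2 fold change of 1.33 (SE 0.12, adjusted p = 8.28e-05), Nkg7, a protein of cytotoxic granules, with 1.24 (adjusted p = 8.89e-05) and the interleukin receptor chain gene Il2rb with 1.56 (adjusted p = 1.06e-04). Of the dendritic cell markers, 6 of 9 rose and none fell (7 higher and 0 lower adjusted over the list alone), with 1.67 (SE 0.17, adjusted p = 1.26e-04) for the lectin gene Cd209a and 0.76 (adjusted p = 9.37e-04) for Xcr1, a chemokine receptor of cross-presenting dendritic cells. MHC class II genes rose in 5 of 6 (5 higher and 0 lower adjusted over the list alone), with 1.81 (SE 0.26, adjusted p = 7.43e-04) for H2-Aa and 1.55 (adjusted p = 0.00164) for Cd74, the invariant chain. In the mast cell list 2 of 8 markers rose (6 higher and 0 lower adjusted over the list alone). These were Fcer1a with 0.80 (adjusted p = 0.0302) and Kit with 0.48 (adjusted p = 0.0282). The protease genes Cpa3 and Mcpt4 did not pass, with 2.31 (SE 0.78, adjusted p = 0.052) and 1.87 (SE 0.63, adjusted p = 0.0533). Of 14 genes induced by Ras and ERK, 6 were lower and none higher (0 higher and 7 lower adjusted over the list alone; median log2 fold change -0.28, camera adjusted p = 5.08e-04, and adjusted p = 0.442 with an estimated correlation), among them the phosphatase gene Dusp4 with -0.94 (SE 0.19, adjusted p = 0.00413) and the transcription factor gene Etv4 with -0.51 (adjusted p = 0.00895). In the model with the macrophage score, the camera adjusted p was 0.739 for the Ras and ERK list, 0.171 for MHC class II, 0.0951 for NK cells, 0.0951 for dendritic cells and 0.868 for mast cells, whose direction turned. The dendritic and mast cell calls were also lost with a stricter filter (adjusted p = 0.0651 and 0.0539). The other set test values of these lists stand with the results for a closer look.

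VdR tumors, whose Vnn1 lacks its catalytic activity, also differed from R tumors in immune genes. Of the macrophage markers, 16 of 17 rose and none fell (16 higher and 0 lower adjusted over the list alone, median log2 fold change 1.01), with 1.55 (SE 0.11, adjusted p = 4.31e-05) for Adgre1 and 1.27 (SE 0.13, adjusted p = 1.34e-04) for Cx3cr1, the fractalkine receptor. Complement genes rose in 6 of 14 (7 higher and 0 lower adjusted over the list alone; median log2 fold change 0.73, camera adjusted p = 4.68e-06, and adjusted p = 0.42 with an estimated correlation), with 1.26 (adjusted p = 2.5e-04) for C1qa, a chain of C1q. In the inflammatory list 10 of 24 rose and none fell (11 higher and 2 lower adjusted over the list alone; median log2 fold change 0.25, camera adjusted p = 0.0166, and adjusted p = 0.647 with an estimated correlation), with 1.66 (SE 0.14, adjusted p = 6.45e-05) for Ccl12. In the interferon list 4 of 35 rose (6 higher and 0 lower adjusted over the list alone; median log2 fold change 0.45, camera adjusted p = 3.53e-04, and adjusted p = 0.857 with an estimated correlation), with 0.56 (adjusted p = 0.00794) for the immunoproteasome gene Psmb10. In the model with the macrophage score, interferon turned and was called lower in VdR (adjusted p = 0.0382), complement turned (0.0599) and the inflammatory call was lost (0.944). The interferon call was also lost with fry (0.352), and the inflammatory call without R replicate 5 (0.0884), with array weights (0.0826) and without a filter (0.0649). Between VR and VdR tumors the macrophage list was not called (median log2 fold change -0.15, camera adjusted p = 0.0818). It was called lower in VR after cyclic loess (adjusted p = 0.0479) or centring on array medians (0.0325), with only the groups compared (0.0417), with fgsea (0.0374) and without VdR replicate 1 (0.0205), VdR replicate 5 (0.019), VR replicate 1 (0.0442) or VR replicate 2 (0.0148). The interferon list was called higher in VR (median log2 fold change 0.51, camera adjusted p = 9.09e-06, adjusted p = 0.729 with an estimated correlation and 0.464 with fry) although none of its genes passed, at 0.65 (adjusted p = 0.215) for Tap1 and 1.03 (adjusted p = 0.141) for the chemokine gene Cxcl9 (0.35 and 0.61 without VR replicate 2).

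Over the 3500 genes that differed between VR and R tumors, the VdR mean was compared with the middle between the R and VR means. It lay on the VR side for 2096 and on the R side for 1404 genes, and it lay off the middle past the threshold towards VR for 231 and towards R for 45 genes (limma, adjusted p under 0.05). Mean Euclidean distances of VdR tumors 1, 2, 4 and 5, from the log2 values of all genes tested, were 44.9, 45.9, 43.1 and 38.8 to the R tumors and 34.6, 34.0, 42.3 and 37.8 to the VR tumors. Against that middle, the macrophage list of VdR tumors was higher (median 0.62, camera adjusted p = 5.65e-18, and adjusted p = 0.118 with an estimated correlation), the hypoxia list lower, which is towards VR (median -0.15, adjusted p = 0.0015, and adjusted p = 0.972 with an estimated correlation), and the endothelial list lower, which is towards R (median -0.15, adjusted p = 0.0015, and adjusted p = 0.972 with an estimated correlation). Other matrix proteins were lower, which is towards R (median -0.14, adjusted p = 0.00427), complement higher, which is towards VR (median 0.20, adjusted p = 0.00942), and oxidative phosphorylation, not called between VR and R, higher (median 0.069, adjusted p = 0.0117), each with an adjusted p of 0.972 with an estimated correlation.

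Pantetheinase activity returns pantothenate, the precursor of coenzyme A. Pank1, Pank2, Pank3 and Pank4, the pantothenate kinase genes, had log2 fold changes between VR and R tumors of 0.021, -0.078, -0.12 and 0.069 (adjusted p from 0.371 to 0.909). Ppcs had -0.042 (adjusted p = 0.535), Coasy 0.061 (adjusted p = 0.55), the pantothenate transporter gene Slc5a6 0.13 (adjusted p = 0.166) and the mitochondrial coenzyme A carrier gene Slc25a42 0.11 (adjusted p = 0.376), and Ppcdc, which makes phosphopantetheine, passed with 0.35 (SE 0.094, adjusted p = 0.0204). Hprt, the control gene of the paper's qRT-PCR, was 10.37 ± 0.060 in R and 10.62 ± 0.082 in VR tumors (SD, n = 4), a log2 fold change of 0.25 (adjusted p = 0.0487) by limma. Cdkn2a, the gene of p16 and p19, had -0.083 (adjusted p = 0.279). Its log2 value was 7.80 to 8.06 over all arrays, above the 5.38 of the filter, although the cells come from p16/p19 knockout mice. Neither value checks the knockout, since the place of the gene's probes relative to the deletion was not examined. The nude hosts are female, and no Y-linked gene exceeded 5.20, below the 5.38 of the filter, so no share of tumor cells was read from sex-linked genes. Xist had a log2 difference of 0.39 between VR and R, 0.27 between VdR and R and 0.12 between VR and VdR tumors (two-sided exact permutation tests, p = 0.0571, 0.114 and 0.371).

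Another 12 lists were called in none of the 3 comparisons by camera, with a lowest adjusted p of 0.0506. Between VR and R tumors their median log2 fold changes were -0.11 for lipid synthesis (adjusted p = 0.174), -0.0030 for tricarboxylic acid cycle (adjusted p = 0.800), 0.069 for coenzyme A metabolism (adjusted p = 0.277), -0.095 for glutathione and antioxidant genes (adjusted p = 0.124), -0.032 for nucleotide synthesis (adjusted p = 0.628), 0.071 for unfolded protein response (adjusted p = 0.223), 0.079 for immediate early genes (adjusted p = 0.432), 0.19 for neutrophils (adjusted p = 0.587), -0.070 for T cells (adjusted p = 0.277), 0.15 for adipocytes (adjusted p = 0.432), -0.0072 for keratinocytes (adjusted p = 0.92), -0.056 for nerve and Schwann cells (adjusted p = 0.802). Skeletal muscle genes had a median of -0.48 (adjusted p = 0.0839) and oxidative phosphorylation genes of 0.050 (adjusted p = 0.154) in the same comparison. In VdR over R tumors the oxidative phosphorylation list was called higher, with 5 of 49 genes higher and 0 lower (5 higher and 0 lower adjusted over the list alone; median log2 fold change 0.089, camera adjusted p = 0.00657, and adjusted p = 0.844 with an estimated correlation). The call was lost with the stricter filter (adjusted p = 0.0579), fry (0.102) and the macrophage score in the model (0.196). Among its genes were Uqcrc1, a subunit of complex III, with 0.25 (adjusted p = 0.00872) and Ndufa1, a subunit of complex I, with 0.27 (adjusted p = 0.0164).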
